# Impact of Nutrient Imbalance on Wine Alcoholic Fermentations: Nitrogen Excess Enhances Yeast Cell Death in Lipid-Limited Must

**DOI:** 10.1371/journal.pone.0061645

**Published:** 2013-04-26

**Authors:** Catherine Tesnière, Pierre Delobel, Martine Pradal, Bruno Blondin

## Abstract

We evaluated the consequences of nutritional imbalances, particularly lipid/nitrogen imbalances, on wine yeast survival during alcoholic fermentation. We report that lipid limitation (ergosterol limitation in our model) led to a rapid loss of viability during the stationary phase of fermentation and that the cell death rate is strongly modulated by nitrogen availability and nature. Yeast survival was reduced in the presence of excess nitrogen in lipid-limited fermentations. The rapidly dying yeast cells in fermentations in high nitrogen and lipid-limited conditions displayed a lower storage of the carbohydrates trehalose and glycogen than observed in nitrogen-limited cells. We studied the cell stress response using *HSP12* promoter-driven *GFP* expression as a marker, and found that lipid limitation triggered a weaker stress response than nitrogen limitation. We used a *SCH9*-deleted strain to assess the involvement of nitrogen signalling pathways in the triggering of cell death. Deletion of *SCH9* increased yeast viability in the presence of excess nitrogen, indicating that a signalling pathway acting through Sch9p is involved in this nitrogen-triggered cell death. We also show that various nitrogen sources, but not histidine or proline, provoked cell death. Our various findings indicate that lipid limitation does not elicit a transcriptional programme that leads to a stress response protecting yeast cells and that nitrogen excess triggers cell death by modulating this stress response, but not through *HSP12*. These results reveal a possibly negative role of nitrogen in fermentation, with reported effects referring to ergosterol limitation conditions. These effects should be taken into account in the management of alcoholic fermentations.

## Introduction

The nutrients available for yeasts in grape musts have a major impact on the kinetics of alcoholic fermentations. Yeast is more or less active (with variable fermentation rates) and is able or not able to withstand the stress of alcoholic fermentation (high ethanol concentrations, low pH), according to the availability of nutrients. Nitrogen is a particularly significant nutrient [1], [2], because its availability determines the fermentation rate and to a large extent, the fermentation duration [3]. Lipids are also key nutrients in alcoholic fermentation and oxygen is required for the synthesis of sterols and unsaturated fatty acids [4], [5]. Limitations of unsaturated fatty acids or sterols have negative effects on the maintenance of viability at the end of fermentations [6], [7]. Indeed, some wine making practices, such as strong clarification of musts, can lead to such compounds becoming limiting and are associated with a loss of yeast cell viability.

Little is known about the molecular mechanisms involved in yeast cell death under such conditions and yeast cell death has been only described in terms of the consequences of unsuitable membrane composition. Indeed, the plasma membrane is considered as the major target of ethanol toxicity, and both sterols and unsaturated fatty acids act as regulators of membrane function thereby protecting against the deleterious effects of ethanol [8], [9]. On another side, recent studies have reported that the ability of yeasts to survive starvation depends on how they enter into the state of starvation and on the nature of the limiting nutrient [10]. The adaptation to nutritional deficiencies is affected by the activity of various signalling pathways, including TOR [11], [12] or PKA [13], and pathways that initiate sensing of nutrients directly at the plasma membrane level [14]. In a nutrient-rich environment, the nutrient-sensing pathways TOR/Sch9p and RAS/PKA promote growth and repress the stress response and autophagy. At low ammonium or amino acid concentrations, cell survival, or chronological lifespan (CLS), is extended [15], [16]. It is unclear whether the activity of these signalling pathways affects cell behaviour in situations of nutrient disequilibrium in alcoholic fermentation.

Based on recent theoretical analyses of yeast starvation biology, we explored the molecular mechanisms and the signalling pathways involved in triggering cell-death in response to disequilibrium of lipid/nitrogen nutrients in alcoholic wine fermentation. We show that cell death in lipid-limited fermentations is strongly modulated by the availability of nitrogen. Molecular analyses indicated that TOR nitrogen cellular signalling is involved in triggering cell death in such conditions. Our results demonstrate that the nitrogen status of grape musts is a strong determinant of the outcome of alcoholic fermentations in conditions of lipid limitation.

## Results

### The yeast cell viability is modulated by nitrogen/lipid imbalances

We examined the effects of the nitrogen and lipid status on the behaviour of the wine yeast EC1118 in alcoholic fermentation. The EC1118 strain was fermented in synthetic medium SM425, SM142 or SM71 (containing 425, 142 and 71 mg/L of assimilable nitrogen, respectively) with either high (LF100%) or low (LF 5%) levels of lipid factors (LF). As expected, when lipids were not limiting, the amount of nitrogen had a significant effect on the rate of fermentation, with a maximal peak of CO_2_ production at 2.25, 1 and 0.59 g/L/h, respectively, and a fermentation period lasting 110 to 340 h (Figure 1A and B). In lipid-limited medium (LF5%), the Vmax of the yeast fermentation was lower, from 0.8 to 0.4 g/L/h, depending on the nitrogen content.

**Figure 1:**
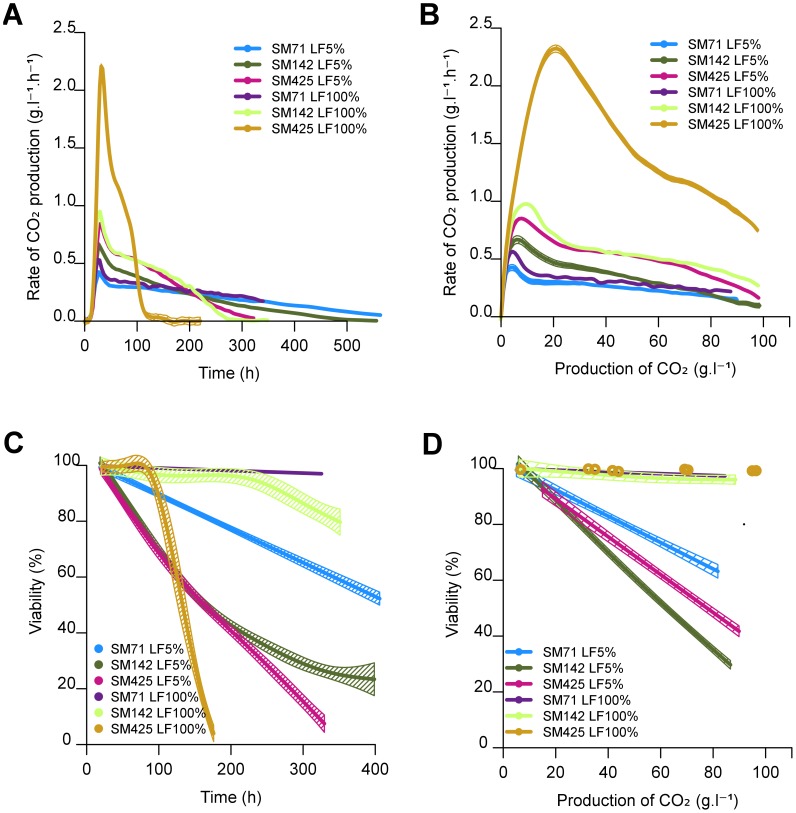
Effect of nutrient imbalances during alcoholic fermentation. Rate of CO_2_ production by *S. cerevisiae* EC1118 cultures at 24°C (A) at various times of fermentation or (B) CO_2_ production, and viability of *S. cerevisiae* EC1118 cells according to (C) time of alcoholic fermentation at 24°C and (D) CO_2_ production. The synthetic medium contained 71 mg/L (SM71) or 142 mg/L (SM142) assimilable nitrogen, and 5% or 100% lipid factors (LF5% or LF100%). Viability was measured by flow cytometry after propidium iodide staining. The graphs are the result of smoothing of measurements series (at least 3 repetitions) using the software R. Smoothing obtained is framed by a confidence interval calculated at 95%.

The cell population densities (Table 1) were between 39 and 49 10^6^ cells/mL in lipid-limited conditions (LF5%), the lipid availability being the growth limiting factor (Figure S1). By contrast, the cell population density was far higher in SM425, SM142 and SM71 with LF100% (from 202 10^6^ cells/mL to 68 10^6^ cells/mL). A two-way ANOVA on the log population shows a high significant effect of lipid and of nitrogen, with a significant interaction effect (P-value < 0.001). Moreover, the Wilcoxon rank-sum test shows significant differences (P-value < 5%) for each condition taken two by two.

**Table 1:** Cell population densities determined by flow cytometry at stationary phase.

Strain	Synthetic medium composition		Cell population (10^6^ cell/mL)
	Assimilable nitrogen (mg/L)	Lipid factor (%)	
EC1118	425	100	202.6 ± 9.9
EC1118	425	5	49.2 ± 4.5
EC1118	142	100	106.5 ± 12.3
EC1118	142	5	44.6. ± 6.3
EC1118	71	100	68.4 ± 4.6
EC1118	71	5	39.5 ± 8.8

Cell viability (Figure 1C and D) was high (more than 98%) during the stationary phase in media rich in lipids (LF100%) irrespective of the initial nitrogen content (SM425, SM142 or SM71). However, yeast viability was lower in all the fermentations in lipid-limited medium (LF5%). As the fermentation rates were highly variable (Figure 1A), we compared cell viabilities according to the progress of the fermentation, i.e. the production of CO_2_ (Figure 1D), rather than to time.

In lipid-limited fermentations, cell viability decreased regularly with a constant slope for each condition (Figure 1D). This behaviour is consistent with an ethanol-related loss of viability and not chronological aging-related loss of viability. In fact in our conditions, time is not relevant, but ethanol increase (directly proportional to the amount of CO_2_ released during fermentation) is, likely because it is a well-known stressor. Therefore, these findings could indicate that cell death was a direct consequence of ethanol toxicity, although it is not excluded that other factors present in the medium could also be involved. The decrease in cell viability varied depending on the nitrogen content of the medium (Figure 1C and D). Viability remained high in SM71 (70% at 70 g/L of CO_2_ produced), but decreased to a lower level in SM142 (45% at 70 g/L of CO_2_ produced), demonstrating a negative effect of nitrogen availability on the cell viability in lipid-limited fermentations. High nitrogen effect on cell death is strongly dependent on the lipid content and it triggers cell death only when the lipid content is low. Surprisingly the highest nitrogen concentration (425 mg/L) led to an intermediate rate of cell death. Thus, the effect was not strictly dependent on the nitrogen concentration suggesting “complex effect” of nitrogen sources.

The nitrogen sources used in this study were a mixture of amino acids and ammonium, and mimicked a natural must. The nitrogen sources were monitored during the fermentations. All amino acids, except proline, were up taken from SM71 and SM142 at 20 g of CO_2_ (Table S1). As the populations were similar in all fermentations, these nitrogen sources were not used to make new cells. Note that, cell death differed between these cultures, with the lipid content supposed to be the same, excluding the involvement of lipids in the differences. However, in cultures in SM425, most of the amino acids were not totally metabolised (Table S1). This suggests that some residual nitrogen sources may trigger a protective effect in these conditions.

The source of LF used contained a mixture of ergosterol and oleic acid, and we investigated which of these lipids was the limiting factor for growth. Fermentation variables were measured in SM142 LF5% supplemented with oleic acid or ergosterol so that the final lipid concentration was similar to a non-limited medium (LF100%). The addition of oleic acid had only a small effect on the final population of cells, whereas the addition of ergosterol led to an increase in the population (77 10^6^ cells/mL in SM142 LF5% plus ergosterol) (Table 2). The addition of ergosterol also increased cell viability (Figure 2) to close to 100%, and rate of CO_2_ production (Figure S2). Ergosterol was therefore the lipid limiting growth under our experimental conditions.

**Figure 2:**
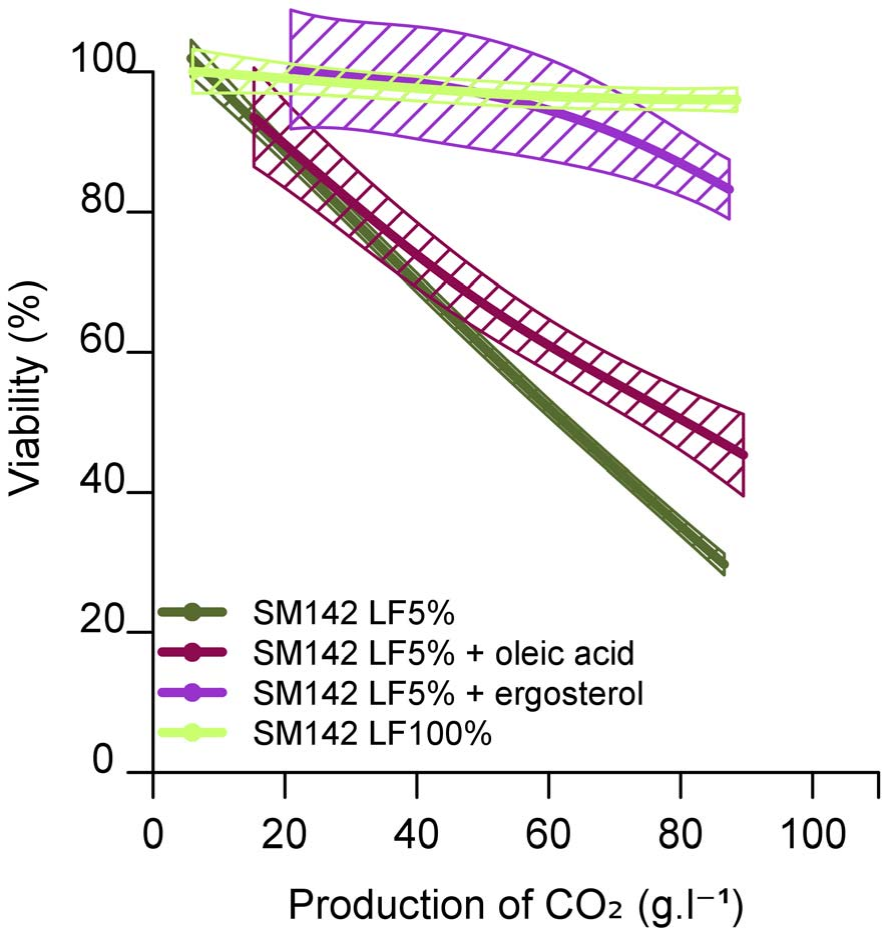
Effect of lipid factors on the viability of *S. cerevisiae* EC1118 cells during alcoholic fermentation. The synthetic medium contained 142 mg/L assimilable nitrogen (SM142) and 5% lipid factor (LF5%), with or without additional oleic acid or ergosterol (content as in LF100%). Viability was measured by flow cytometry after propidium iodide staining. The graphs are the result of smoothing of measurements series (at least 3 repetitions) using the software R. Smoothing obtained is framed by a confidence interval calculated at 95%.

**Table 2:** Effect of treatment on cell population densities as determined by flow cytometry at stationary phase.

Strain	Synthetic medium composition		Comparison low	Cell population (10^6^ cell/mL)	Comparison high
	Assimilable nitrogen (mg/L)	Lipid factor (%)			
EC1118	142	100	**	106.5±12.3	high
EC1118	142	5	low	44.6±6.3	**
EC1118 hsp12::GFP	142	5	NS	57.5±6.7	NS
EC1118	142	5 + oleic acid	*	36.6±0.6	NS
EC1118	142	5 + ergosterol	*	77.3±6.7	NS
EC1118	142 + rapamycin	5	NS	46.6±2.7	NS
EC1118	142	5	*	44.6±6.3	high
EC1118	71	5	low	39.5±8.8	*
EC1118 hsp12::GFP	71	5	*	48±2.2	NS
EC1118	142 (71 mix + 71	5	NS	47.6	NS
EC1118	NH_4_^+^)	5	NS	42.1±1	NS
EC1118	142 (71 mix + 71 Arg)	5	NS	48.4±1.8	NS
EC1118	142 (71 mix + 71 Glu)	5	NS	44.3±4.1	NS
EC1118	142 (71 mix + 71 Gln)	5	NS	37.1±2.5	*
EC1118	142 (71 mix + 71 His)	100	NS	53.3	NS
EC1118	142 (71 mix + 71 Pro)		*	68.4±4.6	*
	71				

The log population of each condition is compared to the two standards conditions (indicated as “low” and “high”) with the Wilcoxon rank-sum test (*: P-value <5%; **: P-value < 1%).

### The viability of wine yeasts under lipid limitation depends on the source of nitrogen

The combination of lipid limitation and nitrogen excess affected yeast cell viability. We therefore investigated the capacity of amino acids and ammonium to trigger cell death. We considered the amino acids most likely to be available on the basis of their natural abundance in musts and the ability of yeast to use them quickly (arginine, glutamine, glutamate, histidine or proline). SM71 was independently supplemented with each of various amino acids or ammonium, such that the final concentration of assimilable nitrogen was the same as that in SM142. Supplementation with histidine or proline had little or no effect on the rate of fermentation, consistent with the absence or only limited use of these amino acids. The other nitrogen sources triggered a significant increase in the rate of fermentation (Figure S3). Only small variations in final cell populations were observed (from 37 to 53 10^6^ cells/mL) consistent with a tight control of growth by limiting ergosterol (Table 2). However, the addition of the nitrogen sources arginine, glutamine, glutamate or ammonium increased mortality (Figure 3). Thus, an excess of various nitrogen sources enhanced cell death under conditions of lipid limitation. The differences observed seem to be related to the ability of yeast cells to use the supplementary nitrogen source: ammonium was the most effective trigger of cell death with less than 20% viability at the end of fermentation. This effect is consistent with the observation that NH_4_^+^ is toxic for cells deprived for auxotrophy-complementing amino acids, although it is also toxic for cells grown in excess of amino acids. In addition, NH4^+^ reduced the yeast chronological life span by activating of the TOR/PKA pathways and by inhibiting Sch9 [17]. In fact, NH_4_^+^ like other nitrogen sources metabolized, triggers cell death in relation with its signaling capacity on TOR pathway. This leads to a reduction of the stress response and yeast protection against ethanol. Thus, there could be a combination effect of ethanol and NH4^+^, with ethanol acting as a permanent stressor but not being the initial trigger of cell death. However, several different sources of nitrogen increased cell death in our conditions, suggesting that the underlying mechanisms may be different.

**Figure 3:**
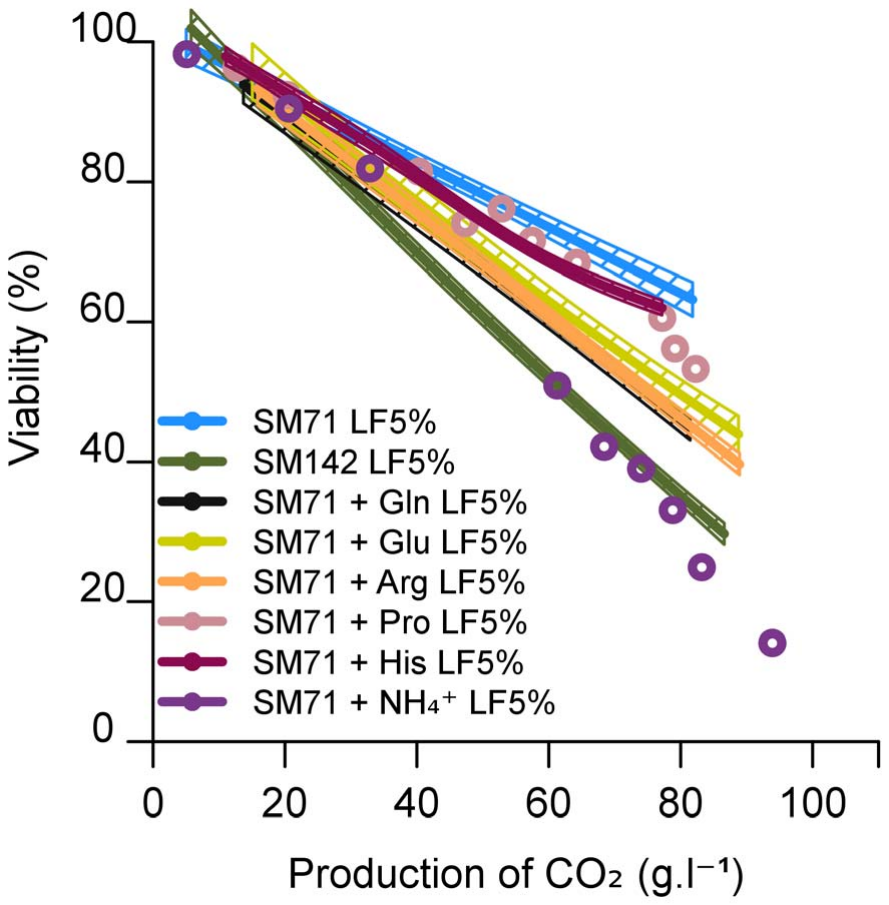
Effect of nitrogen source on the viability of *S. cerevisiae* EC1118 cells during alcoholic fermentation. The synthetic medium contained 71 mg/L assimilable nitrogen (SM71) and 5% lipid factors (LF5%), with or without additional arginine, glutamine, glutamate, histidine or proline (142 mg/L assimilable nitrogen final content as in SM142). Viability was measured by flow cytometry after propidium iodide staining. The graphs are the result of smoothing of measurements series (at least 3 repetitions) using the software R. Smoothing obtained is framed by a confidence interval calculated at 95%.

### Stress response-dependent sugar storage is reduced in lipid-limited cells

Trehalose and glycogen accumulate in response to stress and can be used as indicators of the stress response in yeast. We therefore analysed the content of trehalose and glycogen in yeast stationary phase as markers of the stress response to nutrient limitations. Both compounds were more abundant in cells fermenting in SM71 LF5% than in SM142 LF5% (Figure 4). These results are consistent with a control of the stress response by nitrogen level and suggest that growth limitation by ergosterol does not trigger similar stress response.

**Figure 4:**
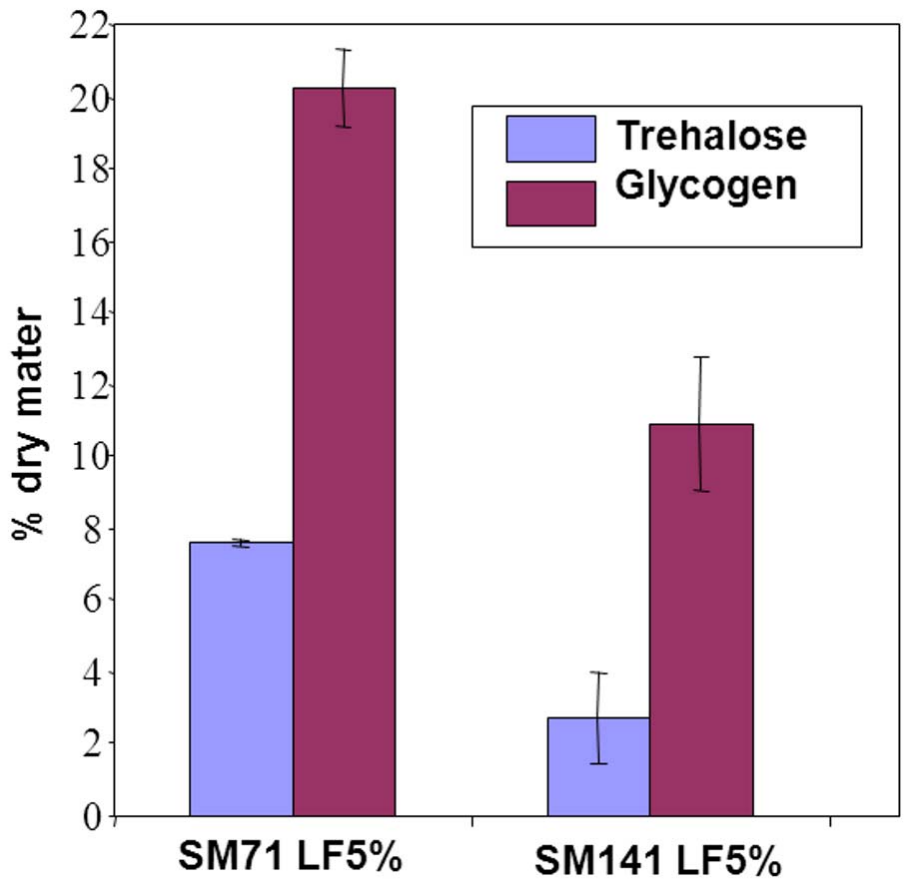
Trehalose and glycogen contents at stationary phase of *S. cerevisiae* EC1118. Cells were fermented in synthetic medium containing 71 mg/L (SM71) or 142 mg/L (SM142) assimilable nitrogen, and 5% or 100% lipid factors (LF5% or LF100%).

### Nitrogen signalling is involved in triggering cell death in response to nitrogen/lipid imbalances

The TOR signalling pathway responds to nitrogen sources and controls various processes that affect the stress resistance and longevity of yeast cells. The TOR kinase, TORC1 (Target Of Rapamycin Complex 1), part of the TOR signalling pathway, is specifically inhibited by rapamycin [18]. The inclusion of 20 nmol/L rapamycin in cultures from inoculation of SM142 LF5% significantly increased the cell viability, to nearly 100 % (Figure 5). This implicates TOR signalling pathway in the cellular response leading to cell death. We then investigated whether *SCH9* was involved. Sch9p is a protein kinase that plays a key role in controlling cell survival and integrates signals from TOR, PKA and other regulators [19], [20]. We assessed the consequences of deletion of the *SCH9* gene from a haploid derivative of EC1118, 59A (strain *sch9::KanMX* 59A). We examined the response of the *SCH9*-deleted strain to nutritional imbalances and its effect on cell viability. In SM71 LF5% the production rate of CO_2_ by the *SCH9*-deleted strain was similar to that of the non-deleted controls (data not shown), and viability was similar. However, in SM142 LF5% the viability of the *SCH9*-deleted strain was significantly greater than that of the wild-type strain, reaching 80% versus 60% in the wild type strain at 60 g of CO_2_ produced (Figure 6). Thus, deletion of *SCH9*, like inhibition of TOR by rapamycin, favoured survival in conditions of lipid/nitrogen imbalance. This suggests that cell death in such nutritional conditions is controlled by Sch9p and TOR activity. Sch9p regulates the expression of a set of genes [21]–[23]. To identify target genes that may contribute to protect against cell death under our conditions, we evaluated the transcriptome changes associated with *SCH9* deletion.

**Figure 5:**
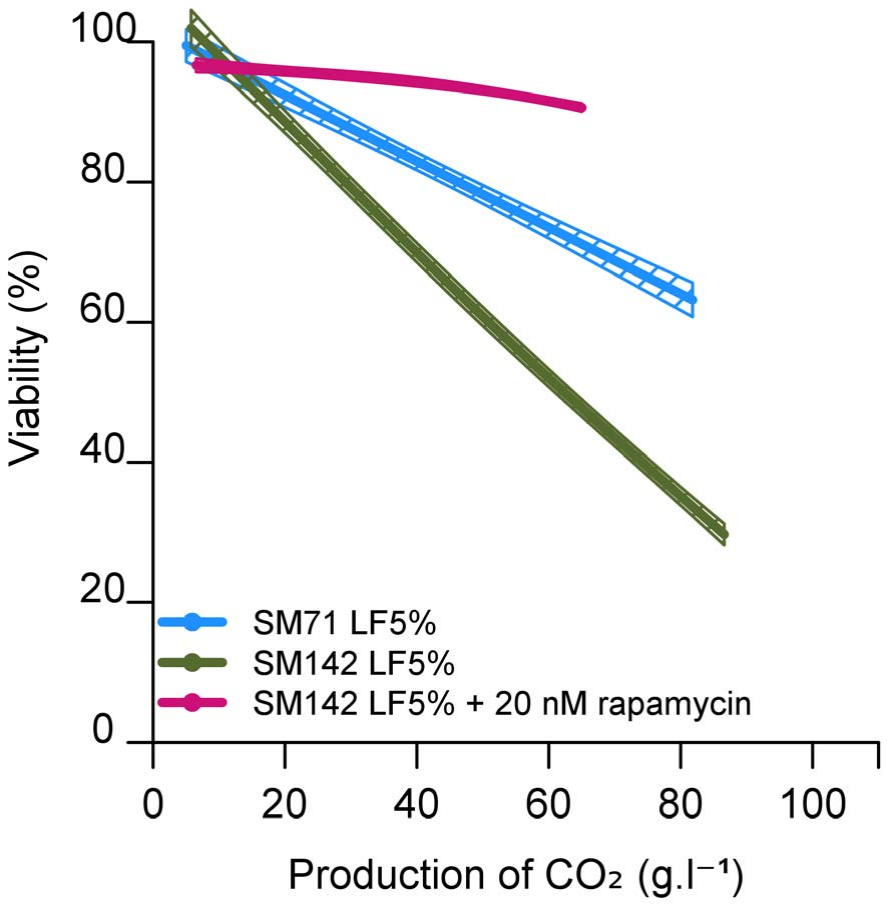
Effect of rapamycin on the viability of *S. cerevisiae* EC1118 cells during alcoholic fermentation. ****** **** **** The synthetic medium contains 142 mg/L assimilable nitrogen (SM142) and 5% lipid factors (LF5%), with or without 20 nmol/L rapamycin. Viability was measured by flow cytometry after propidium iodide staining. The graphs are the result of smoothing of measurements series (at least 3 repetitions) using the software R. Smoothing obtained is framed by a confidence interval calculated at 95%.

**Figure 6:**
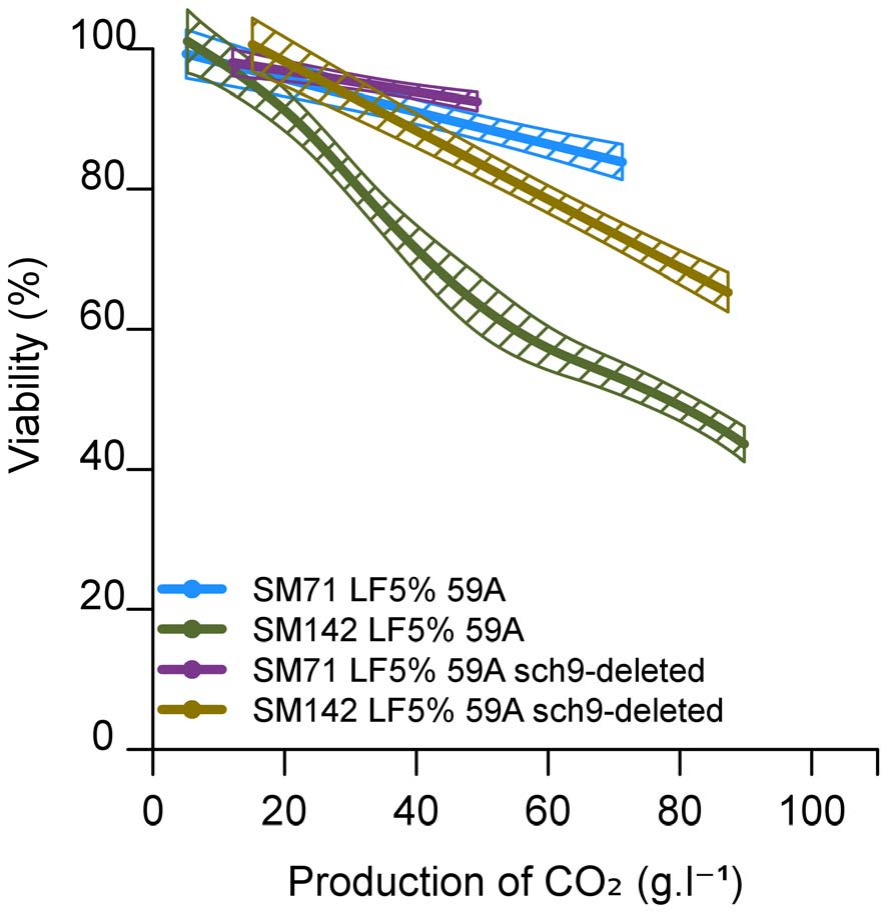
Effect of Sch9 deletion on the cell viability of haploid *S. cerevisiae* 59A during alcoholic fermentation. The synthetic medium contains 71 mg/L (SM71) or 142 mg/L (SM142) of assimilable nitrogen, and 5% lipid factor (LF5%). Viability was measured by flow cytometry after propidium iodide staining. The graphs are the result of smoothing of measurements series (at least 3 repetitions) using the software R. Smoothing obtained is framed by a confidence interval calculated at 95%.

### Global expression changes in the SCH9 mutant under lipid limitation

We performed a genome-wide analysis of the effect of the sch9-deletion on gene expression using DNA microarrays. 

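Gene expression was measured on 4 one-colour arrays, 2 of wild-type 59A and 2 of its sch9-deleted mutant, which the labels call biological replicates 1 and 2 of each strain. For all 4 samples the labels give 142 mg/L assimilable nitrogen and 5% lipid factors, whereas the methods name SM71 beside SM142, and the paper gives 35 g of CO_2_ as the sampling point. *SCH9*, the deleted gene, had log2 intensities of 8.72 and 8.67 in replicates 1 and 2 of the wild type and of 5.81 and 5.67 in those of the mutant, a log FC of -2.96 (standard error 0.08, adjusted p = 1.3e-04 from limma). The *SCH9* values of the mutant exceeded only 6.02% and 1.38% of the probes on their arrays, so this fall is a lower bound. The authors labelled total RNA with Cy3, hybridised it to Agilent yeast arrays, all 4 of them on slide 1, and deposited log2 intensities after quantile normalisation between arrays with limma. Background correction is not given in the sources used here, and no marks for spots near background were used. The values cover 6227 probes without a missing value, with array medians between 8.52 and 8.53. A single gene symbol names 4061 of these probes, 0 have several symbols and 2166 are unnamed here and are reported by number. The probes of 1 gene were averaged, which left 6226 features for the test, 4060 of them genes with a symbol. Expression in the mutant minus that in the wild type was tested with limma and Benjamini-Hochberg adjustment, and a gene counted as down- or up-regulated at an adjusted p under 0.05 with a log FC beyond 1 in size, the criteria of the methods. Members of gene lists are counted at an adjusted p under 0.05 at any log FC, unless a log FC is named. Differences between the wild-type arrays had a standard deviation of 0.236 over all features, against 0.135 between the mutant arrays, and the small number of arrays limits the precision of every value.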

We compared the expression profiles of wild-type cells (59A) and the sch9-deleted mutant during fermentation at 35 g CO_2_: 104 genes were found to be down-regulated (P-value < 0.05; log FC <−1) and 134 genes up-regulated (P-value < 0.05; log FC >1) in the sch9 mutant (Table S2 and Table S3). 

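In the sch9 mutant 102 features were down-regulated and 136 were up-regulated, of which 71 and 95 carry a gene symbol. Apart from *SCH9*, the named genes that fell most were *PDR16*, which encodes a phosphatidylinositol transfer protein, with a log FC of -2.52 (standard error 0.41, adjusted p = 0.0138), *PUT1*, the proline oxidase, with -2.39 (standard error 0.17, adjusted p = 0.00148), and *PUT4*, the proline permease, with -2.37 (standard error 0.14, adjusted p = 8.3e-04). The RNA helicase gene *DBP2* followed at -2.28 (standard error 0.49, adjusted p = 0.0269), and *DAL80*, a repressor of nitrogen catabolic genes, at -2.16 (standard error 0.19, adjusted p = 0.00276). The unnamed probes A_06_P3411, A_06_P3600, A_06_P2676 and A_06_P5517 lay among them, at -2.75, -2.37, -2.11 and -2.09. Upwards, *HXT5*, *HSP12*, *AGA1* and *SCW10* came first. They were followed by *PRY2*, which encodes a secreted sterol-binding protein, with a log FC of 3.54 (standard error 0.10), by *AGA2*, the adhesion subunit of a-agglutinin, with 3.41 (standard error 0.10), and by the stress-induced gene *GRE1* with 3.04 (standard error 0.09). *HBT1*, whose product lies at the tip of mating projections, rose by 2.99 (standard error 0.09) and *BAR1*, the protease that degrades alpha-factor, by 2.86 (standard error 0.14), and none of these 5 had an adjusted p above 4.5e-04. An unnamed probe, A_06_P5745, rose by 2.82. At an adjusted p under 0.05 alone, 753 features were lower and 912 higher, against 1311 and 1238 with the replicate number as a block. The number of down-regulated features was 206 without replicate 2 of the wild type and 37 without replicate 2 of the sch9-deleted strain, where *DBP2* and A_06_P2676 did not pass.

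**Figure D1:**
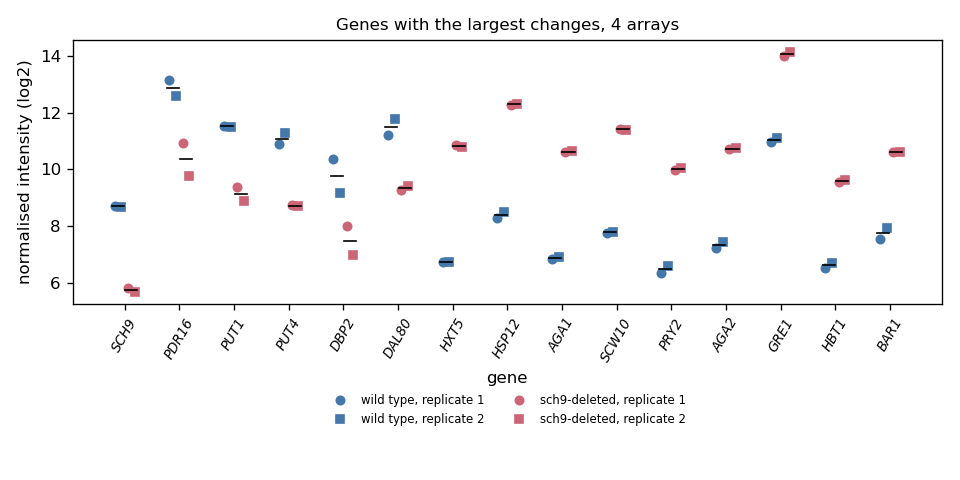
Normalised log2 intensity (vertical axis) of the named genes with the largest changes, one point per array, wild type and sch9-deleted in separate colours, with a marker shape for each replicate and bars for the mean of each strain. *SCH9* lies at 8.72 and 8.67 in the wild type and at 5.81 and 5.67 in the mutant.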

Most of the non-redundant GO terms that were significantly associated with the down-regulated gene list were related to ergosterol, sterol, steroid, lipid, isoprenoid and, isopentyl diphosphate biosynthetic processes (Table 3). 

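Among lipid-related genes outside the ergosterol pathway, those of fatty acid synthesis were in part lower and those of sterol uptake and storage went both ways. Of 12 measured genes of fatty acid synthesis 4 were lower in the sch9 mutant, 0 were higher and 8 did not pass the test, with 4 lower when adjusted over the list alone. They include *ACS2*, the acetyl-CoA synthetase of glucose-grown cells, with a log FC of -1.45 (standard error 0.29, adjusted p = 0.0220 from limma), and *ELO1*, a fatty acid elongase, with -1.38 (standard error 0.26, adjusted p = 0.0204). The acetyl-CoA carboxylase gene *ACC1* had a log FC of 0.24 (standard error 0.08, adjusted p = 0.0861) and *FAS2*, a subunit of fatty acid synthase, of 0.03. The median of this list was -0.21 (camera, adjusted p = 0.0382, adjusted p = 0.433 with an estimated correlation). Of 10 measured genes of sterol uptake, sterol esters and sterol regulation, 1 was lower, 1 was higher and 8 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.862). *ARE2*, a sterol acyltransferase that forms sterol esters, was the lower one at -1.59 (standard error 0.24, adjusted p = 0.0118), and *SUT1*, a regulator of sterol uptake, was the higher one at 0.49 (standard error 0.08, adjusted p = 0.0138). The sterol regulator genes *UPC2* and *ECM22* had log FC of 0.43 and 0.23. Without replicate 2 of the sch9-deleted strain 0 genes of fatty acid synthesis were lower, and *SUT1* did not pass without either of the mutant arrays. *ACC1* passed the test without replicate 2 of the wild type.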

Almost all the genes encoding proteins involved in ergosterol biosynthesis (*ERG1, ERG2, ERG3, ERG5, ERG6, ERG8, ERG10, ERG11, ERG12, ERG13, ERG20, HMG1*) and other lipid-related genes (12 genes), were down-regulated. Thus, sch9-deletion significantly affected lipid metabolism. 

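Of the 24 measured genes of ergosterol biosynthesis, 21 were lower in the sch9 mutant, 0 were higher and 3 did not pass the test, and 23 were lower when adjusted over the list alone. Their median log FC was -1.07 (camera, adjusted p = 9.3e-10, adjusted p = 0.433 with an estimated correlation), and 13 of those that passed had a log FC below -1. Fry, another list test, gave an adjusted p of 0.0601. *ERG8*, phosphomevalonate kinase, had a log FC of -2.06 (standard error 0.24, adjusted p = 0.00621 from limma), *ERG10*, acetoacetyl-CoA thiolase, of -1.62 (standard error 0.28, adjusted p = 0.0154) and *ERG13*, HMG-CoA synthase, of -1.50 (standard error 0.31, adjusted p = 0.0256). The isomerase gene *IDI1* had a log FC of -1.48 (standard error 0.28) and *ERG1*, squalene epoxidase, of -1.42 (standard error 0.25). The lanosterol demethylase gene *ERG11* had a log FC of -1.30 (standard error 0.23) and *ERG5* of -1.22 (standard error 0.20). Among the 3 that did not pass were both HMG-CoA reductase genes, *HMG1* with a log FC of -1.17 (standard error 0.40, adjusted p = 0.0856) and *HMG2* with 0.13 (standard error 0.09, adjusted p = 0.336). The remaining one, *ERG24*, had -0.42 (standard error 0.12, adjusted p = 0.0585) and was named after its value was seen. Of the 12 genes that the study names, 11 were lower, with log FC from -2.06 to -1.03 over the 12, and 12 when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. Replicates of one strain differed in these genes as well, replicate 1 being the higher. The median difference over the pathway was 0.34 on the log2 scale in the wild type and 0.33 in the mutant. With the replicate number as a block 23 of the 24 genes and all 12 named by the study, *HMG1* included, were lower. Whether the number pairs the cultures is not known. Without replicate 2 of the sch9-deleted strain 4 of the 24 genes and 4 of those named by the study were lower, and *ERG10*, *ERG13*, *IDI1*, *ERG1*, *ERG11* and *ERG5* did not pass, at log FC from -1.31 (*ERG10*) to -0.99 (*ERG5*). The log FC of *HMG1* was -0.55 without replicate 1 and -1.80 without replicate 2 of the wild type, with an adjusted p under 0.05 in both cases but in the former a log FC short of -1, and *ERG24* passed without replicate 2 of the wild type.

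**Figure D2:**
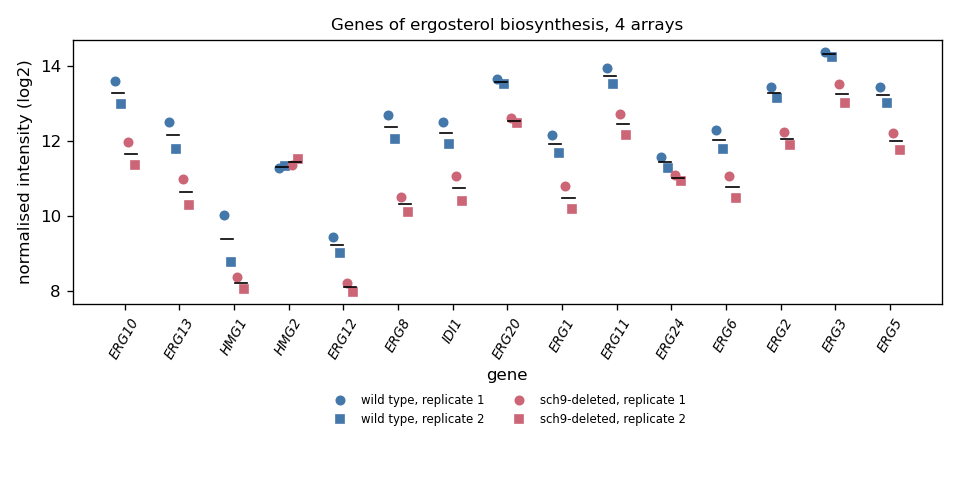
Normalised log2 intensity (vertical axis) of genes of ergosterol biosynthesis in the order of the pathway, one point per array, wild type and sch9-deleted in separate colours, with a marker shape for each replicate and bars for the mean of each strain. The mean of the mutant lies below that of the wild type for each gene drawn except *HMG2* (log FC 0.13).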

Other down-regulated genes were ribosome biogenesis and rRNA processing genes (19 genes), nucleotide-related genes (6 genes), nitrogen-related genes (8 genes) and genes encoding permeases (9 genes). These findings confirm the interrelationship between the TORC1 signaling pathway and the lipid metabolism. They are consistent with the regulation of ribosome biogenesis and RNA processing by Sch9 [23], [24], but in contrast to the genes involved in the ergosterol biosynthesis pathway in non-lipid limited conditions [25]. 

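Of 68 measured ribosome biogenesis genes 29 were lower in the sch9 mutant, 0 were higher and 39 did not pass the test, with 53 lower when adjusted over the list alone. Their median log FC was -0.69 (camera, adjusted p = 1.7e-12, adjusted p = 0.470 with an estimated correlation), and 11 of those that passed lay below -1. Fry gave an adjusted p of 0.145 for this list. Next to *DBP2*, *NSR1*, a nucleolar protein of rRNA processing, had a log FC of -1.55 (standard error 0.35, adjusted p = 0.0309 from limma), *UTP8* of -1.36 (standard error 0.24, adjusted p = 0.0177) and *NOG2*, a GTPase of the large subunit precursors, of -1.24 (standard error 0.31, adjusted p = 0.0411), while the highest values among those that did not pass were 0.02 in *LSG1* and 0.00 in *UTP20*. Of 15 genes of RNA polymerase I, which transcribes rRNA, and its initiation factors, 4 were lower, 0 were higher and 11 did not pass, with 4 lower when adjusted over the list alone (camera, adjusted p = 0.00622, adjusted p = 0.433 with an estimated correlation). Among them *RRN7* had a log FC of -1.17 (standard error 0.31) and *RRN11* of -1.13 (standard error 0.29), while *RRN5* and *RPA14* had 0.15 and 0.15. Replicates of one strain also differed in the ribosome biogenesis genes, replicate 1 being the higher. The median difference was 0.45 on the log2 scale in the wild type and 0.26 in the mutant. With the replicate number as a block 63 of the 68 genes were lower, but whether the number pairs the cultures is not known. The number of lower ribosome biogenesis genes was 64 without replicate 2 of the wild type, 15 without replicate 1 and 0 without replicate 2 of the sch9-deleted strain, and that of RNA polymerase I genes was 10, 2 and 0. *NOG2* and *RRN7* did not pass without either of the mutant arrays, *NSR1*, *UTP8* and *RRN11* without replicate 2 of the mutant, and *RRN11* without replicate 1 of the wild type, where the log FC of *NOG2* was -0.82 and that of *RRN7* -0.77.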

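Genes of nucleotide metabolism were mostly lower among those that passed, whereas nitrogen-related genes and permease genes went both ways. In purine and pyrimidine metabolism, 12 of 29 genes were lower, 1 was higher and 16 did not pass, with 13 and 2 when adjusted over the list alone (camera, adjusted p = 4.7e-04, adjusted p = 0.433 with an estimated correlation). *FCY2*, a permease for cytosine and purines, had a log FC of -1.96 (standard error 0.23, adjusted p = 0.00621 from limma), the adenine deaminase gene *AAH1* of -1.80 (standard error 0.32), the uracil phosphoribosyltransferase gene *FUR1* of -1.75 (standard error 0.19) and the GMP synthase gene *GUA1* of -1.35 (standard error 0.33), while *URA2* had 0.24 and *ADE8* 0.10. In this list the replicates of one strain differed by a median of 0.28 in the wild type and of 0.11 in the mutant, replicate 1 being the higher. Of 25 targets of nitrogen catabolite repression 11 were lower, 7 were higher and 7 did not pass, with 14 and 8 when adjusted over the list alone (camera, adjusted p = 0.0643). Beside *PUT1*, *PUT4* and *DAL80*, the allantoate permease gene *DAL5* was lower, with a log FC of -1.95 (standard error 0.09, adjusted p = 3.9e-04). Among the higher ones, named after their values were seen, were the ammonium permease genes *MEP1* with a log FC of 1.72 (standard error 0.09) and *MEP3* with 1.23 (standard error 0.08), and the arginine catabolic genes *CAR1* with 1.12 and *CAR2* with 1.08, and *UGA2* had 0.20 without passing. Of 20 amino acid permease genes 5 were lower, 5 were higher and 10 did not pass, with 5 and 6 when adjusted over the list alone (camera, adjusted p = 0.782). The general permease gene *GAP1* fell by 1.59 (standard error 0.14), while *AGP1*, a permease of broad specificity, rose by 2.54 (standard error 0.09) and *BAP2*, a permease for branched-chain amino acids, by 2.03 (standard error 0.08). Among the permease genes that did not pass, *MMP1* had a log FC of 0.31 and *SAM3* of 0.08. The number of lower nucleotide genes was 19 without replicate 2 of the wild type, and 4 without replicate 2 of the sch9-deleted strain, with *AAH1* and *GUA1* not passing. Without either mutant array 6 repression targets were lower and 4 higher, and 3 permease genes were lower and 3 higher.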

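All 7 measured genes that are specific to cells of mating type a were higher in the sch9 mutant, 7 when adjusted over the list alone, with a median log FC of 2.03 (camera, adjusted p = 2.4e-08, adjusted p = 0.372 with an estimated correlation). Next to *AGA2* and *BAR1*, *ASG7* rose by 2.55 (standard error 0.08, adjusted p = 1.3e-04 from limma) and *STE2*, the receptor for alpha-factor, by 2.03 (standard error 0.07, adjusted p = 2.1e-04). Of 20 genes known to be induced by mating pheromone 14 were higher, 12 of them with a log FC above 1, 0 were lower and 6 did not pass the test, with 16 higher when adjusted over the list alone (camera, adjusted p = 5.3e-11, adjusted p = 0.372 with an estimated correlation). Here *FIG1* lay at the floor of the arrays in the wild type, so that its log FC of 2.56 is a lower bound, and *FUS1*, which acts in cell fusion, rose by 2.08 (standard error 0.10), while *PRM5* had a log FC of -0.44 (standard error 0.21, adjusted p = 0.183). Markers of other cell types were measured as well, 4 genes specific to alpha cells and 11 haploid-specific genes, which diploid cells repress. Of the genes specific to alpha cells 3 were higher, 3 when adjusted over the list alone (camera, adjusted p = 0.00622, adjusted p = 0.433 with an estimated correlation). The alpha-agglutinin gene *SAG1* rose by 2.38 (standard error 0.07, adjusted p = 1.3e-04), whereas *STE3*, the receptor for a-factor, stayed at the floor of the arrays with 5.72 in both wild-type arrays and 5.74 and 5.69 in the mutant arrays. Of the haploid-specific genes 4 were higher, 0 were lower and 7 did not pass, with 4 higher when adjusted over the list alone (camera, adjusted p = 0.0798). Their median was 0.23, and the MAP kinase gene *FUS3* rose by 1.18 (standard error 0.08), *FAR1*, which arrests the cell cycle for mating, by 0.96 (standard error 0.09) and *AXL1* by 0.83 (standard error 0.07), while *HO* had a log FC of -0.22 and *RDH54* of -0.20. With the 0.25 of the features of lowest intensity left out, members among these features were not tested. Of the members left, 9 pheromone-induced genes and 1 alpha-specific gene were higher. *PRM5* passed without replicate 2 of the wild type, with a log FC that was still negative.

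**Figure D3:**
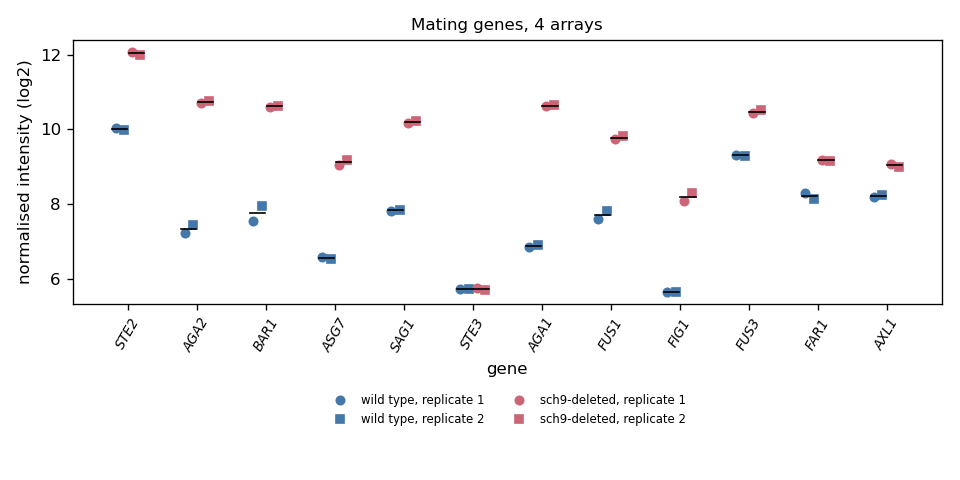
Normalised log2 intensity (vertical axis) of mating genes, one point per array, wild type and sch9-deleted in separate colours, with a marker shape for each replicate and bars for the mean of each strain. The mutant lies above the wild type for each gene drawn except *STE3*, which lies at the floor of the arrays in both strains, between 5.69 and 5.74.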

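Of 20 measured genes of oxidative stress defence 8 were higher in the sch9 mutant, 4 of them with a log FC above 1. Of the rest 1 was lower and 11 did not pass the test. Adjusted over the list alone, 8 were higher and 3 lower (camera, adjusted p = 0.142). This list is smaller than the oxidoreductase group of the paper (Table 4) and does not stand for it. The peroxisomal catalase gene *CTA1* rose by 2.13 (standard error 0.17, adjusted p = 0.00200 from limma) and *GPX1*, a glutathione peroxidase, by 1.18 (standard error 0.07, adjusted p = 0.00102). *YHB1*, a flavohemoglobin that detoxifies nitric oxide, had a log FC of -1.07 (standard error 0.30, adjusted p = 0.0525), and *GPX2* of -0.30. The number of higher genes in this list was 5 without replicate 1 and 4 without replicate 2 of the sch9-deleted strain, and *YHB1* had an adjusted p under 0.05 without either of the wild-type arrays, at a log FC of -0.67 without replicate 1.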

Significant up-regulation of genes coding for proteins involved in the response to stress (*SSA3, TIP1, HSP30, FMP45, SSA4, HSP12, CTT1, SKN7, XBP1, HSP104, DDR2, GRE1, HAL1*), oxidoreductase activity (18 genes), cell adhesion molecule binding (11 genes), the MAPK signalling pathway and mating (8 genes) were observed in sch9-deleted mutant (Table 4). Therefore, deletion of SCH9 increased the stress response in lipid-limited conditions. 

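Of 49 measured genes of the general stress response, which the transcription factors Msn2 and Msn4 induce, 34 were higher in the sch9 mutant, 0 were lower and 15 did not pass the test, with 39 higher when adjusted over the list alone. Their median log FC was 0.70 (camera, adjusted p = 3.0e-16, adjusted p = 0.433 with an estimated correlation), and 18 of those that passed lay above 1. Next to *HXT5*, *HSP12* and *GRE1*, the aldehyde dehydrogenase gene *ALD3* rose by 2.65 (standard error 0.10, adjusted p = 2.1e-04 from limma), and the thioredoxin gene *TRX2* had a log FC of -0.19 (standard error 0.08, adjusted p = 0.162) and *ALD2* of -0.11. Replicates of one strain differed in this list by a median of -0.14 in the wild type and of -0.09 in the mutant, replicate 1 minus replicate 2. Of 21 chaperone genes under Hsf1 8 were higher, 2 were lower and 11 did not pass, with 10 and 2 when adjusted over the list alone (camera, adjusted p = 0.00325, adjusted p = 0.458 with an estimated correlation). Among them the Hsp70 gene *SSA4* rose by 2.31 (standard error 0.08), the disaggregase gene *HSP104* by 1.04 (standard error 0.09) and *HSP82*, an Hsp90 chaperone, by 0.86 (standard error 0.08), while *SSE1* had a log FC of -0.23 and *SSA2* of -0.22. *SSA4* and *HSP104*, the 2 chaperone genes with a log FC above 1, are also members of the general stress list, so the lists are not separate evidence. A symbol on the array names 12 of the 13 stress genes given by the study. All 12 were higher, and 12 when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. The plasma membrane protein gene *HSP30* rose by 2.27 (standard error 0.23), *SSA3* by 2.24 (standard error 0.10), the cytosolic catalase gene *CTT1* by 1.91 (standard error 0.14) and *DDR2* by 1.50 (standard error 0.23), while *XBP1*, *TIP1*, *SKN7* and *HAL1* rose by 1.29, 1.20, 1.10 and 1.01. *SKN7* adjoins *SCH9* on the chromosome in the RefSeq annotation of assembly R64. Without replicate 2 of the sch9-deleted strain 19 genes of the general stress response and 3 chaperone genes were higher and *DDR2* did not pass, and without replicate 2 of the wild type 13 chaperone genes were higher. From the up-regulation of genes of the stress response, oxidoreductase activity, cell adhesion molecule binding, MAPK signalling and mating (Table 4), the paper concludes that deletion of *SCH9* increased the stress response.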

Interestingly, most of the up-regulated genes encoded cell wall or plasma membrane proteins, *HXT5, AGA1, SCW10* and *HSP12* being among the most strongly over-expressed genes. It is also interesting to note that, related to the increase of *HXT5* expression observed in the present study, this hexose transporter has also been described, among the most physiological-relevant transporters, as being the less inhibited by ethanol [26].

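*AGA1*, the anchorage subunit of a-agglutinin in the cell wall, had a log FC of 3.76 (standard error 0.07, adjusted p = 4.8e-05 from limma), with log2 intensities of 6.87 ± 0.04 (SD, n = 2) in the wild type and 10.63 ± 0.02 (SD, n = 2) in the sch9 mutant. *SCW10*, a cell wall protein with similarity to glucanases, had a log FC of 3.63 (standard error 0.07, adjusted p = 4.8e-05), from 7.78 ± 0.02 (SD, n = 2) to 11.41 ± 0.01 (SD, n = 2). Of 47 measured cell wall genes 24 were higher in the mutant, 16 of them with a log FC above 1, 0 were lower and 23 did not pass the test, with 26 higher and 1 lower when adjusted over the list alone. Their median log FC was 0.45 (camera, adjusted p = 1.1e-09, adjusted p = 0.372 with an estimated correlation). The list holds *PRY2* and the mating genes *AGA1*, *AGA2*, *SAG1* and *SCW10*. Against the direction of the list, *GAS1*, a glucan-remodelling enzyme, had a log FC of -0.80 (standard error 0.24, adjusted p = 0.0620) and *CCW12*, a mannoprotein, of -0.41 (standard error 0.17, adjusted p = 0.133). Of 11 genes of eisosomes, which are furrows of the plasma membrane, only 2 have a symbol on the array. *NCE102* rose by 1.01 (standard error 0.07) and *SUR7* fell by 0.60 (standard error 0.08), with 1 higher and 1 lower also when adjusted over the list alone. *SUR7* did not pass without either of the mutant arrays, while *GAS1* passed without either of the wild-type arrays and *CCW12* without replicate 1 of the wild type.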

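*HXT5* had log2 intensities of 6.72 in both wild-type arrays and of 10.85 and 10.78 in the mutant arrays, a log FC of 4.10 (standard error 0.07, adjusted p = 4.8e-05 from limma). Other genes of hexose transport and glucose sensing went both ways. Of 25 measured, 5 were higher, 3 were lower and 17 did not pass the test, also when adjusted over the list alone (camera, adjusted p = 0.434). *MTH1*, a repressor of hexose transporter genes at low glucose, rose by 1.24 (standard error 0.13, adjusted p = 0.00455). The low-affinity transporter gene *HXT1* had a log FC of -1.22 (standard error 0.07, adjusted p = 7.7e-04) and the hexokinase gene *HXK2* of -0.84 (standard error 0.09, adjusted p = 0.00433). *HXT4* had a log FC of -0.42 (standard error 0.25, adjusted p = 0.259) and *HXT10* of -0.11. Without replicate 2 of the wild type 8 genes of this list were higher and *HXT4* passed with a negative log FC, and without either mutant array 2 were higher.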

**Table 3:** GO term annotations for genes significantly down-regulated in the 59A sch9-deleted mutant.

GO category	GO no.	P*-*value	GO description	k	f
Biological process	GO:0006696	<1e-14	ergosterol biosynthetic process	12	23
	GO:0016126 GO:0006694 GO:0008610 GO:0008299 GO:0019287	<1e-14	sterol biosynthetic process	14	29
	GO:0008152	<1e-14	steroid biosynthetic process	12	25
		6.403e-13	lipid biosynthetic process	13	52
		1.457e-10	isoprenoid biosynthetic process	7	12
		3.797e-06	isopentenyl diphosphate biosynthetic process	3	3
		7.835e-06	metabolic process	20	425
Cellular component	GO:0005730	3.722e-05	nucleolus	14	253

k: number of genes in the family identified as affected in the experiment; f: total number of genes in the family.

**Table 4:** GO term annotations of genes significantly up-regulated in the 59A sch9-deleted mutant.

GO category	GO no.	P*-*value	GO description	k	f
Molecular function	GO:0016491	1.999e-06	oxidoreductase activity	19	272
	GO:0050839	8.175e-06	cell adhesion molecule binding	3	3
Biological process	GO:0007155	6.496e-08	cell adhesion	5	7
Biological process	GO:0000755	1.704e-07	cytogamy	5	8
	GO:0000746	7.986e-07	conjugation	4	5
	GO:0055114	1.999e-06	oxidation-reduction process	19	272
	GO:0006950	1.094e-05	response to stress	13	152
Cellular component	GO:0005576	5.151e-10	extracellular region	15	95
	GO:0005886	5.299e-09	plasma membrane	26	350
	GO:0001950	1.36e-08	plasma membrane enriched fraction	13	86
	GO:0009277	9.462e-07	fungal-type cell wall	11	85
	GO:0005618	7.976e-06	cell wall	9	68
	GO:0031225	2.78e-05	anchored to membrane	8	61
	GO:0000015	7.934e-05	phosphopyruvate hydratase complex	3	5

k: number of genes in the family identified as affected in the experiment; f: total number of genes in the family.

### Is the stress response an adaptation to nitrogen/lipid imbalance?

Since *HSP12* was strongly overexpressed in the sch9-deleted strain and was shown to play a role in cell protection, we aimed to monitor its response in our conditions. 

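On the arrays *HSP12*, which encodes a small membrane-associated heat shock protein, had log2 intensities of 8.27 and 8.51 in the wild type and of 12.28 and 12.31 in the sch9 mutant. The log FC was 3.90 (standard error 0.10, adjusted p = 1.3e-04 from limma), a 15.0-fold difference. The gap between the strains was larger than the standard deviations of 0.16 (n = 2) between the wild-type arrays and 0.02 (n = 2) between the mutant arrays.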

We constructed a derivative of the strain EC1118 producing *GFP* under the control of the *HSP12* promoter. We checked that this *hsp12::GFP* strain had a rate of CO_2_ production (Figure S4), a cell population (data not shown) and a viability (Figure S5) similar to the native strain during fermentation in each SM142 LF5% and SM71 LF5%. Then we used flow cytometry to monitor the activity of the *HSP12* gene promoter, during fermentation under various conditions of nutritional imbalance (Figure 7). The *HSP12*-gene promoter was mainly active at the beginning of the stationary phase, decreasing thereafter in all the nutrient conditions tested: its activity was independent of nitrogen source, but depended on the lipids in the medium, as previously observed by Rossignol [27]. In our conditions, cells with greater viability had higher *HSP12* gene promoter activity, consistent with the protective function of *HSP12* under stress conditions [28]. However, deletion of the *HSP12* gene has no effect on the mortality of the wine yeasts when both lipid and nitrogen were limited (data not shown). In our study, the absence of phenotype for *HSP12* deletion is in line with several other papers that show no phenotype for deletion or overexpression of this gene under other stress conditions [29], [30].

**Figure 7:**
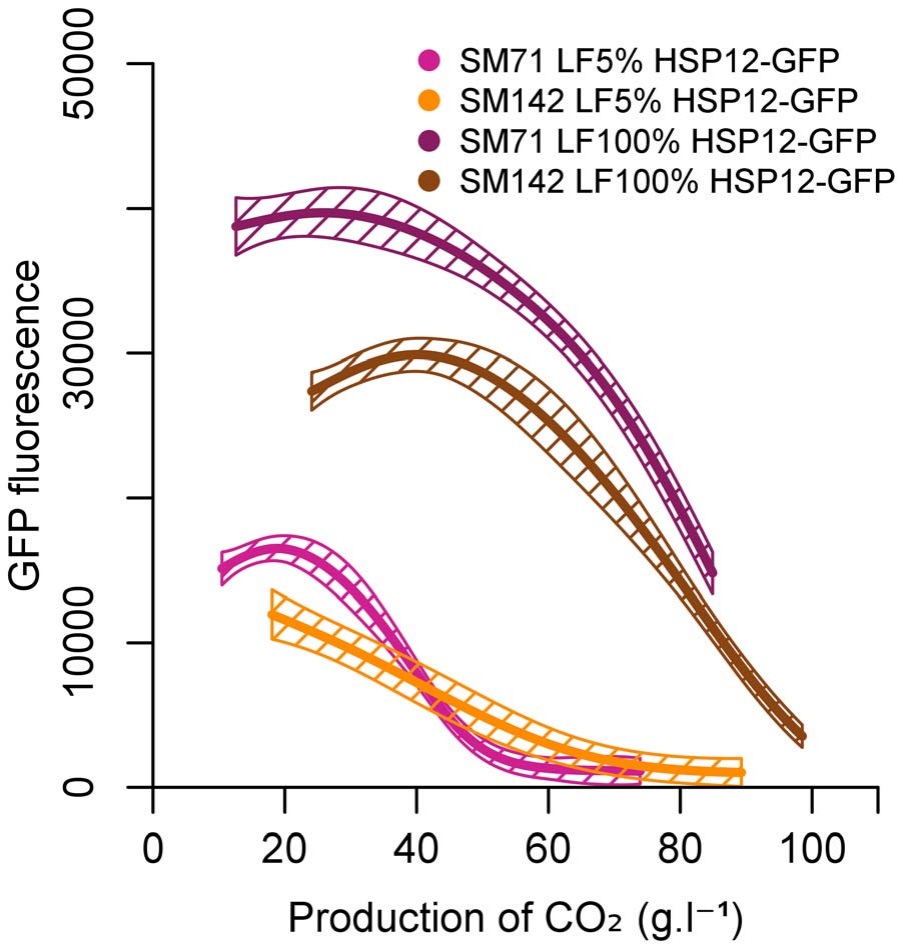
Effect of the nutrient imbalances on HSP12 stress gene expression in *S. cerevisiae* EC1118 during alcoholic fermentation. The synthetic medium contained 71 mg/L (SM71) or 142 mg/L (SM142) assimilable nitrogen, and 5% or 100% lipid factors (LF5% or LF100%). Fluorescence of the GFP reporter protein, produced under the control of the HSP12 promoter, was measured by flow cytometry. The graphs are the result of smoothing of measurements series (at least 3 repetitions) using the software R. Smoothing obtained is framed by a confidence interval calculated at 95%.

## Discussion

Alcoholic fermentations of white and some rosé wines take place after clarification steps which decrease the lipid content of the must. Alcoholic fermentations are performed in conditions of strong anaerobiosis which prevents biosynthesis of sterols and unsaturated fatty acids. Several studies have reported the negative effect on wine fermentations of excessive clarifications of musts [6], [31], [32]. They lead to sluggish fermentations associated with high rates of yeast cell death and often to stuck fermentations. Yeast cell death in such conditions has been considered to be the direct outcome of membrane lipid changes and the inability of yeast to cope with ethanol toxicity. Indeed, we observed in our experiments that ergosterol availability had a major effect on yeast viability during fermentation, consistent with the findings of Luparia et al. [7]. The protective effect of ergosterol may be related to a substantial restoration of the rigidity of the plasma membrane [33], ergosterol being the main sterol in yeast: it plays important roles in the construction and maintenance of membrane structures and properties, such as integrity, fluidity, permeability, ethanol resistance and H^+^-ATPase activity (for a review, see [9]). The relevance of other nutrients on yeast cell death in such conditions has not previously been considered. Here, we show that yeast cell death in lipid-limited fermentations is strongly modulated by the nitrogen content of the medium, with high nitrogen availability leading to high rates of cell death. The triggering of yeast cell death was not restricted to a particular nitrogen source but was caused by various sources, including amino acids and ammonium, albeit to different extents. When included in SM71, only those amino acids that are metabolised were toxic: arginine, glutamate and glutamine caused cell death whereas proline and histidine did not. This suggests that the uptake of amino acids is required for this toxicity. We show that this toxic effect is dependent on the TOR nitrogen signalling pathway, and inhibition of the TOR kinase by rapamycin increased viability. The TOR kinase TORC1 is involved in sensing the nitrogen status of the cell and controls various cellular processes in response to nitrogen [34]. We also found that deletion of the gene encoding the TOR-associated protein Tco89, member of the TORC1 multiprotein complex required for TOR signalling, restored high viability in lipid-limited fermentations, providing further evidence of TOR involvement (data not shown). Our data therefore implicate TOR nitrogen signalling in the triggering of yeast cell death in lipid-limited fermentations. We report the first evidence of a relationship between the TORC1 nitrogen signalling pathway and lipid limitation in alcoholic fermentations. The involvement of nitrogen in wine yeast cell death has been recently reported in other situations [15]–[17], [35], for example in aging yeast cells. Ammonium is toxic for yeast and TOR signalling appears to be involved, but SCH9 deletion decreased yeast survival in these conditions [17]: the mechanism of the phenomenon we report is likely to be different because *SCH9* deletion improved yeast cell viability in our model. Most studies have analysed cell death as a chronological ageing process, dependent on time [21], [22], [35], [36]. Here, we show that cell death during fermentation was controlled by the progress of fermentation, i.e. correlated with the ethanol content of the medium, consistent with a central role for ethanol.

Our experiments reveal a previously unsuspected role for nitrogen sources in wine fermentation: they have toxic effects when associated with low availability of lipids and specifically sterols. The role of nitrogen in cell death is obviously complex because the highest nitrogen levels were not found to be as toxic as intermediate concentrations. Many residual amino acids were detected in the medium in these conditions suggesting that they may act through other sensing pathways that interact with the TOR signalling outputs. The apparent complexity of the effects of nitrogen sources has probably contributed to obscuring their role in triggering yeast cell death, because high nitrogen levels are not always necessarily associated with high cell death rates in lipid-limited musts. Our data provide a basis for further analysis of the mechanisms and conditions which favour nitrogen toxicity in wine alcoholic fermentations.

Sch9p is a serine/threonine protein kinase localised at the vacuole surface; it is a target of TORC1 and is central to nutrient-mediated signalling [19]. TORC1-independent functions of Sch9p, with a direct link between Sch9p and nitrogen metabolism, have also been suggested [22]. In addition, Sch9p integrates also stress signal from sphingolipids, whose synthesis was related to lifespan in yeast [37]. But in our conditions, only limited changes in expression of genes involved in sphingolipid biosynthesis were observed. In fact, we found 6 genes related to sphingolipid biosynthesis, metabolism or signaling whose expression was down-regulated in the *SCH9* mutant vs wt. However, they have a log FC between −0.86 and −0.39 and only genes with log2 fold change greater than 1 (positive or negative) were considered. 

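Genes of sphingolipid metabolism changed little in the sch9 mutant. Of 25 measured, 8 were lower, 2 were higher and 15 did not pass the test, with 10 and 3 when adjusted over the list alone, while none had a log FC beyond 1 in size. Their median log FC was -0.22 (camera, adjusted p = 0.0449, adjusted p = 0.433 with an estimated correlation), and the members ranged from -0.86 to 0.61. The largest falls were in *SUR4*, an elongase of very long chain fatty acids, with a log FC of -0.86 (standard error 0.10, adjusted p = 0.00536 from limma), in the ceramidase gene *YPC1* with -0.74 (standard error 0.18, adjusted p = 0.0347) and in the sphingoid base phosphate phosphatase gene *YSR3* with -0.68 (standard error 0.12, adjusted p = 0.0156). *FEN1*, another elongase of this kind, had -0.39 (standard error 0.09, adjusted p = 0.0361). *ORM2*, which encodes an inhibitor of the entry step of sphingolipid synthesis, rose by 0.61 (standard error 0.09, adjusted p = 0.0120). *AUR1*, inositol phosphorylceramide synthase, had a log FC of 0.29 (standard error 0.09, adjusted p = 0.0684), and *LCB2*, a subunit of serine palmitoyltransferase, of 0.22. Without replicate 1 of the sch9-deleted strain 2 genes of the list were lower, with *YSR3* and *FEN1* not passing, while 0 were lower without its replicate 2, with *SUR4*, *YPC1*, *YSR3*, *FEN1* and *ORM2* not passing, at log FC of -0.78, -0.55, -0.75, -0.31 and 0.53. *AUR1* passed without replicate 1 of the wild type.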

We show that *SCH9* is involved in the control of cell death in alcoholic fermentation conditions. Our transcriptional analysis of a *SCH9*-deleted strain suggests that Sch9p may act through a modulation of the expression of many genes in our conditions. Indeed, several genes whose expression is controlled by Sch9p are expected to play a role in yeast cell protection and may contribute to cell survival. The deletion of *SCH9* did not, however, exactly recapitulate the effect of nitrogen source modulation as exemplified by the response of *HSP12* which is strongly regulated by *SCH9* deletion but only weakly by nitrogen availability. In addition, the response of *HSP12* highlights the existence of specific control of the expression of a stress gene by lipids and in particular down-regulation of its expression by low lipid availability.

The overall stress response during fermentation, as evaluated from the storage glycogen and trehalose, was higher when yeast cells were starved of nitrogen than when starved of ergosterol in lipid-limited-fermentations. Yeast cells are obviously unable to elicit an appropriate stress response when growth is stopped by limiting sterol availability. Such limitations are probably uncommon in natural environments since only trace amounts (10 mg/L) of oxygen permit the production of sufficient sterols [38]. Therefore, the conditions encountered by yeasts in wine alcoholic fermentations are extreme conditions for which yeasts have not developed an adequate adaptation system. Indeed, our experimental model may be considered to impose nutrient restrictions unlikely to be encountered in nature and can be related to auxotrophic mutants that die rapidly upon starvation [10]: yeast is auxotrophic for sterols and unsaturated fatty acids when no oxygen is available.

Our data show, for the first time, that nitrogen excess in situation of low lipid, and low oxygen availability, as is common in wine making processes, may lead to yeast cell death and potentially to stuck fermentations. This work provides new notions to consider when defining nutrient management strategies for wine alcoholic fermentations. Nitrogen has been considered to be a positive factor in the outcome of alcoholic fermentations and nitrogen (in ammonium form) addition to musts or fermenting wines is a common practice. We demonstrate that nitrogen sources can potentially have a negative impact due to their signalling effects and this need to be taken into account. An in-depth understanding of the specific effects of each nitrogen source under such conditions is required to improve the prediction of the risks associated with nitrogen excess in lipid-limited fermentations.

## Materials and Methods

### Yeast strains

Lalvin EC1118 is a *S. cerevisiae* wine yeast isolated in Champagne (France) and manufactured by Lallemand (Montreal, Canada): 59A is a strain generated from a meiotic haploid spore isolated from Lalvin EC1118, and selected for its similar fermentation performance and metabolite production [39]. The EC1118 strain with *HSP12* promoter-driven GFP expression was constructed by inserting the GFP coding sequence at the 3′-end of the *HSP12* promoter by standard homologous recombination with a yEGFP-KanMX cassette amplified from pKT127 (pFA6a-link-yEGFP-KAN, P30175 Euroscarf strain) using synthetic primers (1A and 1B in Table 5). A SCH9-deleted mutant of 59A was generated by PCR-mediated gene disruption using the *loxP-KanMX-loxP* cassette of the pUG6 vector amplified with synthetic primers (2A and 2B in Table 5), to replace the ORF in 59A strain with a gene that confers resistance to G418. Gene disruptions and constructs were confirmed by PCR (primers 1C and 1D for EC1118 *hsp12::GFP*, and 2C to 2F for 59A *sch9::KanMX*, respectively, Table 5).

**Table 5:** Synthetic oligonucleotides.

Name	Sequence
1A	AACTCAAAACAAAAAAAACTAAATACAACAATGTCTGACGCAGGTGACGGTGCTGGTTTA
1B	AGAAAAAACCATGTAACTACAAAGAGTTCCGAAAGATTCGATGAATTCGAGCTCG
1C	GTGGAGTGCGATTTGTTCGT
1D	CCAACCAACGCATCAAGAGA
2A	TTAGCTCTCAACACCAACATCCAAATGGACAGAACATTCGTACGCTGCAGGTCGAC
2B	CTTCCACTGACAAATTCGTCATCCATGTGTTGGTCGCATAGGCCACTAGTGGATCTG
2C	ATCGTCGAATCAGGATACTGGA
2D	CAAGAGGAGCGATTGAGAAA
2E	ATTACGGCTCCTCGCTGCAG
2F	TGATTTTGATGACGAGCGTAAT

### Synthetic culture media

Unless otherwise specified, synthetic fermentation medium with 142 mg/L assimilable nitrogen (SM142) and 23% glucose + fructose (1/1), strongly buffered to pH 3.3 and simulating one third nitrogen and amino acid concentrations of a standard grape juice [40] was routinely used. This medium contained, per litre: 115 g glucose, 115 g fructose, 6 g citric acid, 6 g DL-malic acid, 750 mg KH_2_PO_4_, 500 mg K_2_SO_4_, 250 mg MgSO_4_.7H_2_O, 155 mg CaCl_2_.2H_2_O, 200 mg NaCl, 4 mg MnSO_4_.H_2_O, 4 mg ZnSO_4_. 7H_2_O, 1 mg CuSO_4_.5H_2_O, 1 mg KI, 0.4 mg CoCl_2_.6H_2_O, 1 mg H_3_BO_3_, 1 mg (NH_4_)_6_Mo_7_O_24_, 20 mg myo-inositol, 2 mg nicotinic acid, 1.5 mg calcium panthotenate, 0.25 mg thiamine- HCl, 0.25 mg pyridoxine and 0.003 mg biotin. It also contained ammoniacal nitrogen and amino acids as nitrogen sources (per litre): 153 mg NH_4_Cl, 204 mg L-proline, 169 mg L-glutamine, 60 mg L-tryptophane, 48 mg L-alanine, 40 mg L-glutamic acid, 26 mg L-serine, 25 mg L-threonine, 16 mg L-leucine, 15 mg L-aspartic acid, 15 mg L-valine, 13 mg L-phenylalanine, 125 mg L-arginine, 11 mg L-histidine, 11 mg L-isoleucine, 10 mg L-methionine, 6 mg L-glycine, 6 mg L-lysine, 6 mg L-tyrosine and 4 mg L-cysteine. The medium was heat-sterilized (100°C, 10 min). Lipid factors (LF) were added to the medium after sterilization. The LF final concentration in the fermentation medium (LF 100%) was 4.5 mg/L oleic acid and 15 mg/L ergosterol. To evaluate the adaptation to nutrient limitations, media containing different concentrations of nitrogen sources (SM142 and SM71) with two different LF contents (100% or 5%) were tested.

### Fermentation conditions and kinetics

The yeast strains used in this study were precultured in a nutrient medium containing Yeast Nitrogen Base (YNB) without amino acids (6.7 g/L) and glucose (20 g/L), for 24 h at 28°C in Erlenmeyer flasks. The fermentation medium was inoculated with 1 10^6^ cell/mL from preculture. Yeast cultures were carried out in fermenters (1.2 L, containing 1 L medium), with fermentation locks (CO_2_ bubbling outlets filled with water). Fermentation media were routinely de-aerated prior to inoculation by bubbling pure argon for 5 min. Filling conditions were controlled and fermentations were carried out under anaerobic and isothermal conditions (24°C), with permanent stirring (300 rpm).

The amount of CO_2_ released was calculated from automatic measurements (taken every 20 min) of fermenter weight [41]. The CO_2_ production rate was calculated by polynomial smoothing.

### Establishment of the fermentation conditions

The aim of this study was to determine how *S. cerevisiae* wine yeast strains respond to lipid limitation in the presence of various nitrogen contents. This was done by monitoring CO_2_ production, cell counts and yeast viability in a synthetic grape juice mimicking an oenological environment. Two main fermentation conditions, with 230 g/L glucose + fructose (1/1), were established with different LF concentrations in the culture medium (LF100% and LF5%): SM142 and SM71 contain, respectively, one third and one sixth of the nitrogen concentration required for the yeast strain to complete fermentation. These N-limiting conditions were chosen to ensure sluggish fermentations. For rapamycin treatment, cells were grown in SM142 with LF5% and 20 nM rapamycin was added at T0. The conditions of growth of wt and sch9 strains used for microarray analysis were SM71 and SM142 with LF 5%.

### Cell population densities, cell viability and GFP activity determinations

Cell population densities, cell viability and Hsp12 promoter activity were determined by flow cytometry using a C6 cytometer (Accuri, BD Biosciences). To determine cell population densities, the cell suspension was compared to a suspension of latex beads of known concentration. For cell viability analysis, propidium iodide (PI) (Calbiochem) was added to the cell suspension (5 µL of 0.1 mg/mL solution), and the samples mixed by gentle shaking. PI is a fluorescent nucleic acid stain (excitation 488 nm, emission 575 nm) which cannot penetrate intact cell membranes. PI flow cytometry analysis was performed 10 min after staining. Fluorescence data for cells stained by PI were collected in channel FL3. Viability was determined as the percentage of intact and fragile cells among all cells [42]. For Hsp12 promoter activity, GFP fluorescence (excitation 488 nm, emission 530 nm) was collected in channel FL2.

### Determination of the trehalose and glycogen contents

Trehalose was extracted from cells with 0.5 M trichloracetic acid (TCA) and quantified with anthrone according to Rossignol [27]. Glycogen was extracted from the same sample with HCl-DMSO and treated with an amyloglucosidase enzyme. The glucose formed was assayed by colorimetry [43]. Results are expressed as % dry weight.

### RNA extraction and DNA microarray analyses

Total RNAs were isolated from wild type 59A cells and sch9-deleted mutant cultures at 35 g of CO_2_ production, by the TRIzol® method according to Chomczynski and Sacchi [44]. Aliquots of 10^9^ cells were harvested and quickly washed with 750 µL cooled (4°C) DEPC-treated water. Cells were pelleted and frozen in a −80°C methanol bath. Frozen cells were mechanically lysed by vortexing with glass beads (d = 0.3 mm) in 400 µL TRIzol® (GIBCO BRL) at 4°C for 15 min. The liquid phase was collected and TRIzol® added to give a final volume of 4 mL. The samples were mixed and incubated for 5 min at room temperature, and 800 µL chloroform was added. The mixture was vortexed and then incubated for 3 min and centrifuged (9,000 *g* for 15 min). The supernatant was centrifuged again (2,000 *g* for 2 min) in swing buckets. RNAs were pelleted from 2 mL aliquots of the supernatant by the addition of 2 mL cooled isopropanol (−20°C) and incubated for 10 min. The samples were centrifuged (9,000 *g* for 10 min) and the resulting nucleic acid pellet was washed twice with 750 µL 75% ethanol/DEPC-treated water and then dissolved in 150 µL of nuclease-free water (Qiagen).

Total RNA from 100 µg aliquots of these preparations was purified with a RNeasy® mini kit (Qiagen) following the RNA cleanup protocol, including membrane DNase digestion. RNAs were eluted with 2 × 30 µL of the provided RNAse-free water. RNA quality was verified by capillary electrophoresis with an RNA 6000 Nano LabChip Kit (Agilent Technologies). Samples of 100 ng of purified RNA were labelled with Low input Quick Amp Labelling one-colour kit (Agilent Technologies) according to manufacturer's recommendation (indirect labelling of mRNAs with Cyanin 3 dCTP dye). RNAs were hybridised on 8 × 15 k array Agilent standard Yeast V2 Gene Expression Microarrays (Agilent Technologies) for 17 h in a rotating oven at 65°C following the manufacturer's recommendation. A Genepix 4000B scanner was used for array digitalization: the laser voltage was set to avoid signal saturation and data was extracted with GenePix® Pro 7 software (Molecular Devices).

R.2.14.21. was used for statistical analysis [45]. The limma package [46]–[48] was used to normalise the microarray data (quantile method for normalisation between arrays). To analyse differential gene expression between experimental conditions, a modified t-test was used by filtering on confidence at p<0.05, using the Benjamini and Hochberg false discovery rate as multiple testing corrections of the t-test p-values [49]. Only genes with a log2 fold change greater than 1 (positive or negative) were considered. The complete data set is available through the Gene Expression Omnibus database (accession number GSE42027). For a statistical treatment of groups of genes, data were analysed using the web-based tool Funspec (http://funspec.med.utoronto.ca/; [50]) (P-value < 0.05 and Bonferroni correction) and genes were classified into functional categories, biological process and protein cellular localisations using the GO Database.

## Supporting Information

Figure S1 **Effect of nutrient imbalances on the cell population of** ***S. cerevisiae*** **EC1118 cultures during alcoholic fermentation at 24°C according to CO_2_ production.** The synthetic medium contained 71 mg/L (SM71), 142 mg/L (SM142) or 425 mg/L (SM425) assimilable nitrogen, and 5% or 100% lipid factors (LF 5% or LF100%). The graphs are the result of smoothing of measurement series (at least 3 repetitions) using the software R.
(TIFF)

Figure S2 **Effect of lipid factors on the rate of CO_2_ production of** ***S. cerevisiae*** **EC1118 cultures during alcoholic fermentation at 24°C.** The synthetic medium contained 142 mg/L assimilable nitrogen (SM142) and 5% lipid factor (LF5%), with or without additional oleic acid or ergosterol (content as in LF 100%). The graphs are the result of smoothing of measurement series (at least 3 repetitions) using the software R.
(TIFF)

Figure S3 **Effect of nitrogen sources on the rate of CO_2_ production of** ***S. cerevisiae*** **EC1118 cells during alcoholic fermentation at 24°C.** The synthetic medium contained 71 mg/L assimilable nitrogen (SM71) and 5% lipid factors (LF5%), with or without additional arginine, glutamine, glutamate, histidine or proline (content as in SM142). The graphs are the result of smoothing of measurement series (at least 3 repetitions) using the software R.
(TIFF)

Figure S4 **Effect of nutrient imbalances on the rate of CO_2_ production by cultures of** ***S. cerevisiae*** **EC1118 carrying the HSP12-GFP fusion during alcoholic fermentation at 24°C.** The synthetic medium contained 71 mg/L (SM71) or 142 mg/L (SM142) assimilable nitrogen, and 5% or 100% lipid factors (LF5% or LF100%). The graphs are the result of smoothing of measurement series (at least 3 repetitions) using the software R.
(TIFF)

Figure S5 **Effect of nutrient imbalances on the viability of** ***S. cerevisiae*** **EC1118 carrying the HSP12-GFP fusion during alcoholic fermentation at 24°C.** The synthetic medium contained 71 mg/L (SM71) or 142 mg/L (SM142) assimilable nitrogen, and 5% lipid factors (LF5%). The graphs are the result of smoothing of measurement series (at least 3 repetitions) using the software R.
(TIFF)

Table S1 **Effect of nutrient imbalances on the amino acid content of** ***S. cerevisiae*** **EC1118 cells (µmol assimilable nitrogen/L).**
(DOC)

Table S2 **Genes that were significantly down-regulated in the 59A** ***SCH9*** **-deleted mutant.**
(DOC)

Table S3 **Genes that were significantly up-regulated in the 59A** ***SCH9*** **-deleted mutant.**
(DOC)

# Supplementary material for: Impact of Nutrient Imbalance on Wine Alcoholic Fermentations: Nitrogen Excess Enhances Yeast Cell Death in Lipid-Limited Must
**Source:** PLoS One. 2013 Apr 26;8(4):e61645. doi: 10.1371/journal.pone.0061645
**Supplement:** Table S1 — Effect of nutrient imbalances on the amino acid content of S. cerevisiae EC1118 cells (µmol assimilable nitrogen/L).

**Table S1 Effect of nutrient imbalances on the amino acidcontent of *S. cerevisiae* EC1118 cells** (µmol assimilable nitrogen/L).

|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **SM71 LF5%** |  |  |  |  | **SM142 LF5%** |  |  |  |  | **SM425 LF5%** |  |  |
| **time (h)** | **0** | **24** | **48** | **72** | **238** | **0** | **24** | **48** | **72** | **216** | **0** | **24** | **48** | **72** | **216** |
| **g of CO2 produced** | **0** | **5** | **15** | **24** | **74** | **0** | **5.8** | **19.4** | **31.9** | **78.9** | **0** | **4.55** | **22.2** | **36.6** | **80.8** |
| Alanine | 273.6 | 0 | 0 | 0 | 0 | 516.9 | 154.6 | 0.9 | 0 | 15.1 | 1640.45 | 1473.65 | 1435.75 | 1458.3 | 1695.25 |
| Arginine | 1395.6 | 0 | 0 | 0 | 0 | 2691.2 | 520 | 0 | 0 | 0 | 8515.4 | 6722.4 | 6407 | 6416.4 | 6643.6 |
| Aspartic acid | 47.5 | 1.2 | 1.4 | 1.2 | 2.4 | 84.1 | 5.7 | 2 | 3.3 | 9.6 | 308.45 | 207.35 | 189.2 | 188.7 | 203.7 |
| Cystine | 16 | 2.8 | 4.4 | 3.6 | 2.2 | 23 | 24.2 | 26.8 | 21 | 21.8 | 0 | 0 | 0.3 | 0.3 | 1.2 |
| Glutamine | 624.6 | 0 | 0 | 0 | 0 | 1026.2 | 155.4 | 0 | 0 | 11.6 | 3625.3 | 2122.9 | 1857.9 | 1839.9 | 1992.3 |
| Glutamic acid | 134.9 | 0 | 0 | 0 | 0 | 268.8 | 44 | 0 | 0 | 6.5 | 787.85 | 630.35 | 586.5 | 575.6 | 614.2 |
| Glycine | 40.7 | 0 | 0 | 0 | 2.5 | 76 | 66.1 | 7.4 | 0 | 23.5 | 240.15 | 230.65 | 233.1 | 238.75 | 275.75 |
| Histidine | 91.5 | 0 | 0 | 0.6 | 0 | 180.9 | 0 | 0 | 0 | 0 | 567.6 | 257.25 | 128.55 | 72.9 | 83.1 |
| Isoleucine | 40.8 | 0 | 0.1 | 0 | 0 | 79.1 | 0 | 0 | 0 | 0 | 250.45 | 125.85 | 101.55 | 96.75 | 100.65 |
| Leucine | 66.7 | 0 | 0 | 0 | 0 | 120.7 | 5.7 | 1.5 | 8 | 13.2 | 375.3 | 120.95 | 96.85 | 91.5 | 99.8 |
| Lysine | 34.4 | 0 | 0 | 0 | 0 | 67.6 | 0 | 0 | 0 | 2.6 | 205.1 | 0 | 0 | 0 | 11.1 |
| Methionine | 27.6 | 0 | 0 | 0 | 0 | 54 | 0 | 0 | 0 | 0 | 183.75 | 56.45 | 42.7 | 41.6 | 42.85 |
| Phenylalanine | 38.6 | 0 | 0 | 0 | 0 | 73.4 | 2.9 | 0 | 0 | 10.2 | 232.45 | 123.65 | 106.65 | 104.1 | 114.3 |
| Serine | 123.7 | 0 | 0 | 0 | 0 | 232.4 | 9.6 | 1.3 | 0 | 4.5 | 732 | 431.8 | 360.25 | 354.45 | 370.3 |
| Threonine | 111 | 0 | 0 | 0 | 0 | 209.1 | 5.3 | 0.6 | 0 | 0 | 653.9 | 302 | 231.95 | 227 | 235.85 |
| Tryptrophan | 375.8 | 0 | 0 | 0 | 0 | 744.6 | 437.4 | 0 | 0 | 0 | 2373.9 | 1769.1 | 1322.9 | 1089.1 | 669.2 |
| Tyrosine | 17.9 | 0 | 0 | 0 | 0 | 32.6 | 16.7 | 0 | 0 | 1.6 | 103.05 | 89.15 | 83.85 | 83.55 | 86.65 |
| Valine | 63.5 | 0 | 0 | 0 | 0 | 120.3 | 12.4 | 0 | 0 | 0 | 383.7 | 278.8 | 262.25 | 266.2 | 295.95 |
| **Sum without proline** | **3524.4** | **4** | **5.9** | **5.4** | **7.1** | **6600.9** | **1460** | **40.5** | **32.3** | **120.2** | **21178.8** | **14942.3** | **13447.25** | **13145.1** | **13535.75** |
| Proline | 940.3 | 975.4 | 1006.2 | 988.8 | 981.9 | 1637.5 | 1647.4 | 1806.7 | 1874.6 | 1888 | 5251.1 | 4860.2 | 4811.65 | 4860.85 | 4954.45 |
| Sum with proline | 4464.7 | 979.4 | 1012.1 | 994.2 | 989 | 8238.4 | 3107.4 | 1847.2 | 1906.9 | 2008.2 | 26429.9 | 19802.5 | 18258.9 | 18005.95 | 18490.2 |

# Supplementary material for: Impact of Nutrient Imbalance on Wine Alcoholic Fermentations: Nitrogen Excess Enhances Yeast Cell Death in Lipid-Limited Must
**Source:** PLoS One. 2013 Apr 26;8(4):e61645. doi: 10.1371/journal.pone.0061645
**Supplement:** Table S2 — Genes that were significantly down-regulated in the 59A SCH9 -deleted mutant.

**Table S2 Genes that were significantly down-regulated in the 59A *SCH9*-deleted mutant.**

# Supplementary material for: Impact of Nutrient Imbalance on Wine Alcoholic Fermentations: Nitrogen Excess Enhances Yeast Cell Death in Lipid-Limited Must
**Source:** PLoS One. 2013 Apr 26;8(4):e61645. doi: 10.1371/journal.pone.0061645
**Supplement:** Table S3 — Genes that were significantly up-regulated in the 59A SCH9 -deleted mutant.

**Table S3 Genes that were significantly up-regulated in the 59A *SCH9*-deleted mutant.**

How the deposited data were processed for this re-analysis (not part of the article)

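Gene expression of wild-type 59A and of its sch9-deleted mutant was compared on 4 arrays, 2 per strain. The authors hybridised Cy3-labelled RNA to one-colour Agilent arrays, read the spots with GenePix and normalised the intensities between arrays by quantiles with limma in R, version 2.14.2 in the labels. The deposited values are log2 intensities with 1 value per probe, which the authors made by that normalisation before deposit, as the methods and the labels state. The log2 scale was checked on the values, since the files do not name it. Background correction and the combination of replicate spots are not given in the sources used here. No further normalisation was applied. The arrays share slide 1, and the replicates with the same number lie at positions 6 (wild type) and 4 (mutant) and at positions 1 and 7. Effects of slide position other than a steady trend along the positions cannot be separated from replicate number.

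Probes were named by the gene symbol in the array annotation, and names were matched through the symbols, synonyms and systematic names of the RefSeq annotation of assembly R64, which served for names and neighbouring genes only. The probes of 1 gene were averaged on the log2 scale. The contrast was fitted with limma 3.58.1 in R 4.3.3 with lmFit and eBayes at default settings, sch9-deleted minus wild type, with Benjamini-Hochberg adjustment over 6226 features. The prior degrees of freedom were 3.29. With 2 arrays against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333, so calls rest on the variance that limma pools over genes.

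The criteria, 32 gene lists, alternatives and the rule for named genes were set before the data were examined, but after Tables S2 and S3 had been read, so the fold changes in those tables count as seen. The rule takes every gene that the study names for this comparison, the 10 largest changes in each direction with the arrays of the strains apart, up to 4 passing members of each list and up to 2 members that did not pass with the largest value against the direction of the list, and the neighbours of *SCH9*. Of the passing members fewer than 4 are named for part of the lists, a choice made after the values were seen. Shifts of lists were tested with camera at a correlation of 0.01, adjusted over the 32 lists, and also with an estimated correlation and with fry. At the preset correlation 21 lists passed, 12 higher and 9 lower. With an estimated correlation 0 passed, but that test rests on the few residual degrees of freedom of 4 arrays. The a-specific list, at an estimated correlation of -0.12, went from p = 5.2e-09 to p = 0.0265 in camera. In that list the loss cannot come from correlation within the list. Other lists had high estimated correlations, 0.768 in ergosterol biosynthesis, 0.883 in ribosome biogenesis and 0.716 in ribosomal proteins. The ergosterol genes named by the study had 0.936. For such lists the effect of correlation and that of the few degrees of freedom cannot be told apart. The lists of genes named by the study were chosen by it on these samples.

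The fit was tested on simulated data with 2 arrays against 2 and 6226 features, with 50 features changed at each size. At a log2 change of 0.5, 23 were called by adjusted p and 1 with the fold threshold, and at 1.5, 2 and 3 all 50 were called. Of the unchanged features 16 were called by adjusted p and 2 with the fold threshold. Errors were drawn independently for each feature and array, with equal spread in both strains. The measured arrays had shared deviations and unequal spread, so these rates need not hold for them.

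Alternatives were no fold threshold, unadjusted p, treat against a log2 fold change of 0.5, quantile normalisation of the deposited values, median centring, scaling to the 75th percentile, leaving out the 0.25 of the features of lowest intensity, an intensity trend and robust hyperparameters in eBayes, the brightest probe of a gene, each array left out in turn and the replicate number as a block. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Near-identical genes, such as pairs of ribosomal protein genes, *HYP2* and *ANB1*, *ERR1* and *ERR2*, or *HXT6* and *HXT7*, may share signal on a probe.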

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

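The lists below hold genes that the paper does not discuss for the arrays, and each had members past the threshold in the sch9 mutant. For trehalose and glycogen the paper measured the contents of EC1118 cells as indicators of the stress response, and it reports none for the sch9 mutant. No explanation was tested for these lists. Of 135 cytosolic ribosomal protein genes 22 were lower, 0 higher and 113 did not pass, with 6 lower when adjusted over the list alone, at a median log FC of -0.24 (camera, adjusted p = 3.9e-08, adjusted p = 0.551 with an estimated correlation). *RPS26B*, which has a near-identical paralog, had a log FC of -1.13 (standard error 0.22, adjusted p = 0.0222 from limma) and *RPL30* of -0.83 (standard error 0.11, adjusted p = 0.00719), while *RPS9A* and *RPS15*, which did not pass, had 0.47 and 0.34. Replicates of one strain also differed in the ribosomal protein genes, by a median of 0.21 in the wild type and of 0.23 in the mutant, replicate 1 being the higher. With the replicate number as a block 68 were lower, but whether the number pairs the cultures is not known. The count was 64 without replicate 2 of the wild type, 11 without replicate 1 and 0 without replicate 2 of the sch9-deleted strain, and neither gene passed without the last array. Of 38 amino acid biosynthesis genes under Gcn4 11 were lower, 3 higher and 24 did not pass, with 16 and 4 when adjusted over the list alone (camera, adjusted p = 0.00325, adjusted p = 0.433 with an estimated correlation). The argininosuccinate synthetase gene *ARG1* had a log FC of -1.16 (standard error 0.13) and *ARG3* of -0.93 (standard error 0.08), and the homocitrate synthase gene *LYS20* rose by 1.53 (standard error 0.17), while *ILV3* and *ARG4* had 0.27 and 0.21 without passing. Without replicate 1 or replicate 2 of the sch9-deleted strain 4 or 2 were lower.

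Of 18 genes of trehalose and glycogen metabolism 12 were higher, 0 lower and 6 did not pass, with 16 higher when adjusted over the list alone, at a median log FC of 0.57 (camera, adjusted p = 2.0e-07, adjusted p = 0.433 with an estimated correlation). The trehalose phosphate synthase gene *TPS1* rose by 0.95 (standard error 0.11, adjusted p = 0.00626 from limma) and the glycogen synthase gene *GSY2* by 0.92 (standard error 0.09, adjusted p = 0.00359), both also members of the stress list, and *GLG2* rose by 0.88 (standard error 0.09), while *PGM1* had a log FC of -0.08. Without the genes of trehalose and glycogen metabolism the general stress list kept 38 of its 49 measured genes and 26 of its 34 higher ones, so the 2 lists overlap. In the trehalose and glycogen list replicate 1 minus replicate 2 had a median of -0.17 in the wild type and of -0.09 in the mutant. Of 19 genes of the tricarboxylic acid cycle 10 were higher, 0 lower and 9 did not pass, with 12 and 1 when adjusted over the list alone (camera, adjusted p = 9.6e-04, adjusted p = 0.433 with an estimated correlation). The aconitase gene *ACO1* rose by 1.27 (standard error 0.12), the malate dehydrogenase gene *MDH1* by 1.12 (standard error 0.19) and *KGD2* by 0.89 (standard error 0.11), while *LSC1* had -0.24 and *IDP2* -0.19. Of 20 genes of fatty acid oxidation and the peroxisome 12 were higher, 0 lower and 8 did not pass, with 13 higher when adjusted over the list alone (camera, adjusted p = 9.7e-07, adjusted p = 0.433 with an estimated correlation). The carnitine carrier gene *CRC1* rose by 1.73 (standard error 0.07), *FOX2* by 1.09 (standard error 0.09) and the acetyl-CoA synthetase gene *ACS1* by 1.05 (standard error 0.08), while *SPS19* had -0.11 and *YAT2* -0.09. Of 9 genes of gluconeogenesis and the glyoxylate cycle 4 were higher, 0 lower and 5 did not pass, with 5 and 1 when adjusted over the list alone (camera, adjusted p = 0.0381, adjusted p = 0.433 with an estimated correlation). *PCK1* rose by 0.87 (standard error 0.11) and the malate synthase gene *MLS1* by 0.78 (standard error 0.14), while the alcohol dehydrogenase gene *ADH2* had -0.35 and the isocitrate lyase gene *ICL1* -0.07. Without replicate 1 of the sch9-deleted strain the counts of these lists, in the order given, were 7, 5, 7 and 1, and without its replicate 2 they were 3, 1, 5 and 0. *MDH1* and *MLS1* did not pass without either of the mutant arrays, and *KGD2* and *PCK1* did not pass without replicate 2 of the mutant.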

How the results depend on the processing

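Over the alternatives, the log FC of the 173 named features stayed on their side of the threshold in the same direction 1995 times, no longer passed 107 times, newly passed 109 times and changed sign 23 times, the last only in genes that did not pass. *STE3* had a log FC of -0.00, against 0.00426 after quantile normalisation, 0.0133 after 75th percentile scaling and from -0.0276 to 0.0204 with an array left out, and *RPS4B* had 0.16, against -0.00375 to 0.331. Signal near the background of the arrays limits genes such as *STE3* and *SCH9*. Scalings of the arrays gave 99 to 107 down- and 136 to 141 up-regulated features and moved the median of all features by less than 0.1. Treat gave 34 down-regulated features, and dropping the fold threshold gave 753 and 912. With an array left out, 37 to 206 were down-regulated (37 without replicate 2 of the sch9-deleted strain, 206 without replicate 2 of the wild type, main value 102) and 123 to 151 up-regulated, the lone array being assumed to vary like the other strain. Camera at the preset correlation passed 21 lists, fry 17 and camera with an estimated correlation 0. Of the lists that passed camera, fry did not pass ergosterol biosynthesis (adjusted p = 0.0601), the ergosterol genes named by the study (0.0685), fatty acid synthesis (0.0601) and sphingolipid metabolism (0.0828). Nor did it pass RNA polymerase I (0.0932), ribosome biogenesis (0.145), ribosomal proteins (0.252) and gluconeogenesis (0.0601). Fry passed oxidative stress, haploid-specific genes, eisosomes and the neighbours of *SCH9*, which camera did not. Treat asks for changes beyond 0.5, the left-out arrays leave fewer samples and camera with an estimated correlation rests on few residual degrees of freedom. Otherwise the cause was not tested.

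Under treat, lower members numbered 2 in ergosterol biosynthesis, 2 of the ergosterol genes named by the study, 0 in ribosome biogenesis, 0 in RNA polymerase I, 0 in ribosomal proteins, 3 in purine and pyrimidine metabolism, 5 in nitrogen catabolite repression, 3 in permeases, 1 in Gcn4 targets, 0 in sphingolipid metabolism, 0 in fatty acid synthesis and 0 in heme and hypoxia genes. Higher members numbered 16 in the stress response, 15 in the cell wall, 0 in trehalose and glycogen, 4 in nitrogen catabolite repression, 3 in permeases, 2 in chaperones, 4 in oxidative stress, 1 in haploid-specific genes, 2 in hexose transport, 1 in the tricarboxylic acid cycle, 5 in fatty acid oxidation, 0 in gluconeogenesis and 1 in TORC1 and PKA signalling. Unadjusted p gave 57 lower ribosome biogenesis genes, 9 of RNA polymerase I, 50 ribosomal proteins and 17 Gcn4 targets. Robust hyperparameters gave 2 RNA polymerase I genes. Adjusted over the list alone, 53 ribosome biogenesis and 6 ribosomal protein genes were lower. Without the dim features, which removes members from the lists, 9 pheromone-induced genes and 1 alpha-specific gene were higher.

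Among the members named for values against the direction of their list, none of which passed, some changed sign with an array left out, where the log FC was -0.0954 to 0.145 in *FAS2*, -0.0880 to 0.135 in *LSG1*, -0.0209 to 0.0211 in *UTP20*, -0.286 to 0.442 in *SAM3*, -0.00940 to 0.424 in *ARG4*, -0.0359 to 0.230 in *ADE8*, -0.219 to 9.1e-04 in *ALD2*, -0.212 to 0.0517 in *PGM1*, -0.474 to 0.0249 in *SSA2*, -0.431 to 4.8e-04 in *HO*, -0.227 to 0.00588 in *HXT10*, -0.146 to 0.00730 in *ICL1* and -0.513 to 0.103 in *MSN2*. *UTP20* had 8.5e-05, against -0.00589 after quantile normalisation and -0.00965 after median centring. An adjusted p under 0.05 was reached without replicate 1 of the wild type by *UPC2*, *RPS15*, *MMP1*, *SAM3*, *ILV3*, *SSA2*, *HO*, *PYK2* and *ADH2*. An adjusted p under 0.05 was reached without replicate 2 of the wild type by *ECM22*, *HEM13*, *UGA2*, *ARG4*, *URA2*, *SSE1*, *GPX2*, *LSC1*, *HXK1* and *MSN2*.

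With an array left out, the ranges for lower members were 4 to 23 (ergosterol), 4 to 12 (named by the study), 0 to 64 (ribosome biogenesis), 0 to 10 (RNA polymerase I), 0 to 64 (ribosomal proteins), 4 to 19 (purine and pyrimidine), 6 to 13 (nitrogen catabolite repression), 3 to 6 (permeases), 2 to 16 (Gcn4 targets), 0 to 12 (sphingolipid), 0 to 5 (fatty acid synthesis) and 1 to 13 (heme and hypoxia). For higher members they were 19 to 42 (stress), 3 to 17 (trehalose and glycogen), 4 to 8 (nitrogen catabolite repression), 3 to 7 (permeases), 3 to 13 (chaperones), 4 to 9 (oxidative stress), 3 to 6 (haploid-specific), 2 to 3 (alpha-specific), 2 to 8 (hexose transport), 1 to 12 (tricarboxylic acid cycle), 5 to 16 (fatty acid oxidation), 0 to 5 (gluconeogenesis), 3 to 10 (TORC1 and PKA) and 17 to 32 (cell wall). The lowest counts came without replicate 2 of the sch9-deleted strain, alone or equal with its replicate 1. Deviations of arrays with the same replicate number correlated at r = 0.531, from only 2 pairs, so the arrays are taken to share a number only. With the replicate block, 115 features were down- and 136 up-regulated. Lower members then numbered 23 in ergosterol biosynthesis and 12 among the ergosterol genes named by the study. They numbered 63 in ribosome biogenesis, 9 in RNA polymerase I, 68 in ribosomal proteins and 17 in Gcn4 targets. Treat and robust hyperparameters were not run for camera.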

Differences from the paper's values

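The paper gives log FC between -0.86 and -0.39 for 6 down-regulated genes of sphingolipid biosynthesis, metabolism or signalling, whose names it does not state. At an adjusted p under 0.05, the threshold of the methods for p, and on the list used here, chosen without those names, the highest log FC among down-regulated sphingolipid genes was -0.284 (the paper's value is -0.39), the lowest was -0.86 and 8 were lower. The paper gives no error for its range and its genes may differ from those here, so the comparisons below do not test its value. Of the alternatives set before the data were examined, quantile normalisation gave -0.395 and the intensity trend in eBayes gave -0.394. Both differed from -0.39 by less than the error of the gene in the data here. Unadjusted p, median centring, 75th percentile scaling, leaving out the dim features, robust hyperparameters, the replicate block and leaving out replicate 1 or 2 of the wild type or replicate 1 of the sch9-deleted strain did not, and treat and leaving out replicate 2 of the sch9-deleted strain called no lower gene.

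The paper names *HMG1* among the down-regulated ergosterol genes, and here its log FC of -1.17 did not pass (adjusted p = 0.0856), while the other 11 genes it names there did. Of 75 entries of Table S2 matched by name, 69 were down-regulated here, and all 94 matched entries of Table S3 were up-regulated here. Besides *HMG1*, those not called were *GFD2* (adjusted p = 0.0509), *ECM13* (0.0512), *YHB1* (0.0525), *HMX1* (0.0563) and *MAE1* (0.0623). All 6 were called by unadjusted p and with the replicate block, and 4 of them, *GFD2*, *ECM13*, *YHB1* and *HMX1*, with the intensity trend. An adjusted p under 0.05 was also reached after quantile normalisation by *GFD2*, *ECM13* and *YHB1*, after median centring by the same 3, without the dim features by these and *HMX1*, without replicate 2 of the wild type by all 6, without its replicate 1 by *HMG1*, *GFD2*, *YHB1* and *MAE1*, of which only *GFD2* kept a log FC below -1, and without replicate 1 of the sch9-deleted strain by *ECM13*. The p given in the tables was below the unadjusted p here in 75.7% of the matched entries, and the largest p in the tables is 0.0081. Named genes called here but not in the tables were *CAX4* and *CPS1* (lower) and *GDH1* (higher). The log FC of matched entries differed from the tables by at most 0.00999.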

Other observations

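All tests of explanations below were chosen after the result was seen, except those of an intensity trend and of chance beside *SCH9*. When the latter was chosen, the rise of *SKN7*, which adjoins *SCH9*, was already known from the paper. Of 28 genes regulated by heme or hypoxia 8 were lower in the sch9 mutant, 2 higher and 18 did not pass, with 10 and 2 when adjusted over the list alone (camera, adjusted p = 0.213). The cytochrome b5 gene *CYB5* had a log FC of -2.09 (standard error 0.32, adjusted p = 0.0116 from limma), *HYP2*, which has a near-identical paralog, of -1.85 (standard error 0.44), the hypoxic repressor gene *MOT3* of -1.74 (standard error 0.30) and the cytochrome c gene *CYC1* of -1.54 (standard error 0.30), while *HEM13* and *HEM1* had 0.22 and 0.18 without passing. Without replicate 2 of the wild type 13 were lower, and 1 was lower without replicate 2 of the sch9-deleted strain, with *HYP2*, *MOT3* and *CYC1* not passing.

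Of 27 genes of TORC1 and PKA signalling 9 were higher, 2 lower and 16 did not pass, with 10 and 2 when adjusted over the list alone (camera, adjusted p = 0.0449, adjusted p = 0.433 with an estimated correlation). The kinase gene *YPK2* rose by 1.16 (standard error 0.13, adjusted p = 0.00510 from limma), the phosphodiesterase gene *PDE1* by 1.05 (standard error 0.07) and *BCY1*, the regulatory subunit of PKA, by 0.93 (standard error 0.12), while *PDE2* had a log FC of -0.78 (standard error 0.20), and *MSN2* and *KOG1*, which did not pass, of -0.20 and -0.10. Without replicate 1 or 2 of the sch9-deleted strain 4 or 3 were higher, and *PDE2* did not pass without replicate 2. Of 23 glycolytic genes 7 were lower, 3 higher and 13 did not pass, with 9 and 5 when adjusted over the list alone (camera, adjusted p = 0.169). The enolase-related genes *ERR1* and *ERR2*, which are near-identical, rose by 1.52 and 1.57, and *PDC6* had a log FC of -0.62 (standard error 0.09) and did not pass without replicate 2 of the mutant. *HXK1* had a log FC of 0.60 and *PYK2* of 0.34 without passing. Of 18 autophagy genes 2 were higher and 0 lower, with a highest log FC of 0.35 and -0.13 in *APG10* and -0.07 in *CVT9*, and 0 were higher when adjusted over the list alone (camera, adjusted p = 0.170).

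All 7 a-specific genes and 14 of 20 pheromone-induced genes were higher in the mutant (adjusted p = 0.372 for each list with an estimated correlation). Diploid cells in the wild-type cultures would lower a-specific and haploid-specific genes alike, but the haploid-specific genes had a median log FC of only 0.23 (standard deviation 0.49, highest 1.18), against 2.03. Alpha cells in the mutant cultures would bring their abundant transcripts, but *MF(ALPHA)1* (log FC 0.32, not passing without either mutant array) lay only at percentile 8.46 in the mutant and 0.145 in the wild type and *STE3* stayed at the floor of the arrays in both strains, whereas *MF(ALPHA)2* rose from that floor with a log FC of 1.15, a lower bound, and the alpha-agglutinin gene *SAG1* rose by 2.38. Alpha cells in the mutant cultures stay open, since *MF(ALPHA)1* and *STE3* lie near the floor and no array of alpha cells shows that the probes respond. *MF(ALPHA)2* lay at percentile 19.9 in the mutant. A higher activity of the pheromone response stays open as well, since the 13 of 19 pheromone-induced genes in no other mating list that were higher are part of the pattern itself, and the mating type of 59A is not given in the sources used here.

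Of 68 ribosome biogenesis genes 29 were lower in the mutant (adjusted p = 0.470 for the list with an estimated correlation), and 67 in the wild type and 63 in the mutant were higher in replicate 1 than in replicate 2. The medians of the 4 pairings of a mutant with a wild-type array lay between -1.05 and -0.27. The pairings share arrays, and the wild-type replicates differed by a median of 0.45. A shift shared by arrays of the same replicate number would cancel in the strain contrast, and with that number as a block 63 genes were lower. Whether the number pairs the cultures rests on 2 pairs (r = 0.531). With 2 cultures per strain, differences between cultures not shared in this way cannot be told apart from an effect of the deletion. An intensity trend left by the normalisation would move random lists of like intensity alike, but the ribosome biogenesis genes lay at percentile 100 of 10000 such lists. Replicates 1 and 2 lay at positions 6 and 1 in the wild type and at 4 and 7 in the mutant. A steady trend along the positions would give differences of opposite sign in the strains. The medians of 0.45 in the wild type and 0.26 in the mutant argue against such a trend for these genes. The growth state of the replicate cultures and other effects of slide position stay open as sources of the difference between replicates, as untested. The number of lower genes ran from 0 without replicate 2 of the sch9-deleted strain and 15 without its replicate 1 to 64 without replicate 2 of the wild type.

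Of 5 measured genes near *SCH9* (camera, adjusted p = 0.328) both adjoining ones were higher, *MNL1* by 1.00 (standard error 0.08, adjusted p = 0.00257 from limma) and *SKN7*, and 2 higher and 1 lower when adjusted over the list alone. Chance among raised genes was tested by the neighbours of all genes, of which 2 of 2598, or 0.0770%, had both adjoining genes at least as high. Only 136 of 6226 features had a log FC above 1, so this share was bound to be small. The rise of *SKN7* was known when the test was chosen, so only that of *MNL1* was in question. The share therefore does not exclude chance. The next genes did not pass upwards, with log FC of 0.16 for *RPS4B*, whose paralog is near-identical and which passed without replicate 1 of the wild type, -0.33 for *SET5* and -0.22 for *BAT1*, the last 2 passing downwards without replicate 2 of the wild type. An effect of the inserted cassette on the adjoining genes may account for the rise of both. Chance stays open, and so does regulation of both genes by Sch9, since only 1 deletion was measured.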
